# Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in *Drosophila*

**DOI:** 10.1534/g3.116.036194

**Published:** 2016-10-17

**Authors:** Rebeccah J. Katzenberger, Barry Ganetzky, David A. Wassarman

**Keywords:** *Drosophila* Genetic Reference Panel, gene expression, hyperglycemia innate immune response, repetitive TBI, RNA-seq

## Abstract

Outcomes of traumatic brain injury (TBI) vary because of differences in primary and secondary injuries. Primary injuries occur at the time of a traumatic event, whereas secondary injuries occur later as a result of cellular and molecular events activated in the brain and other tissues by primary injuries. We used a *Drosophila melanogaster* TBI model to investigate secondary injuries that cause acute mortality. By analyzing mortality percentage within 24 hr of primary injuries, we previously found that age at the time of primary injuries and diet afterward affect the severity of secondary injuries. Here, we show that secondary injuries peaked in activity 1–8 hr after primary injuries. Additionally, we demonstrate that age and diet activated distinct secondary injuries in a genotype-specific manner, and that concurrent activation of age- and diet-regulated secondary injuries synergistically increased mortality. To identify genes involved in secondary injuries that cause mortality, we compared genome-wide mRNA expression profiles of uninjured and injured flies under age and diet conditions that had different mortalities. During the peak period of secondary injuries, innate immune response genes were the predominant class of genes that changed expression. Furthermore, age and diet affected the magnitude of the change in expression of some innate immune response genes, suggesting roles for these genes in inhibiting secondary injuries that cause mortality. Our results indicate that the complexity of TBI outcomes is due in part to distinct, genetically controlled, age- and diet-regulated mechanisms that promote secondary injuries and that involve a subset of innate immune response genes.

Traumatic brain injury (TBI) is characterized by a broad spectrum of physical, cognitive, emotional, and behavioral impairments that are caused by primary and secondary injuries (Masel and Dewitt 2010; Brooks *et al.* 2013; Smith *et al.* 2013; Stocchetti and Zanier 2016). Primary injuries result from direct mechanical forces to the brain that occur at the time of a traumatic event, whereas secondary injuries result from cellular and molecular mechanisms subsequently triggered in the brain and other tissues by primary injuries. TBI outcomes differ among individuals not only because they receive different primary injuries but also because their responses produce different secondary injuries (Wang *et al.* 2014; Krishnamurthy and Laskowitz 2016). Therefore, a better understanding of secondary injury mechanisms and the connection between secondary injuries and outcomes is essential to advance the diagnosis and treatment of TBI.

In humans, age at the time of primary injuries and diet immediately after injuries strongly impact resulting secondary injuries (Susman *et al.* 2002; Wang *et al.* 2013; Mychasiuk *et al.* 2015). Among individuals that sustain similar primary injuries, older individuals have a higher probability of mortality than younger individuals, suggesting that biological processes that change during aging promote secondary injuries (Hukkelhoven *et al.* 2003; Dhandapani *et al.* 2012). Also, in a rat TBI model, fasting compared with feeding *ad libitum* following primary injuries is neuroprotective, suggesting that dietary intake enhances biological processes that promote secondary injuries (Davis *et al.* 2008). The innate immune response may be a relevant biological process because it is regulated by age and diet in uninjured animals, and it plays an important role in determining the extent of brain injury in animals that sustain primary injuries (Rivest 2009; Woodcock and Morganti-Kossmann 2013; Djordjevic *et al.* 2016). Immediately following primary injuries, damage-associated molecular patterns (DAMPs), such as various intracellular proteins, are rapidly released into the extracellular space and activate Toll-like receptors (TLRs), which play a key role in the innate immune response (Heiman *et al.* 2014; Gadani *et al.* 2015). Activation of TLRs leads to secretion of inflammatory mediators, such as pro- and anti-inflammatory cytokines, chemokines, complement factors, and reactive oxygen species (ROS). Secreted inflammatory mediators can have either beneficial or detrimental effects, depending on the extent, time, and site of induction (Hellewell and Morganti-Kossmann 2012). However, the mechanisms underlying the beneficial and detrimental effects and the induction parameters are not yet clearly defined.

To investigate secondary injury mechanisms, we used a *Drosophila melanogaster* TBI model that we previously developed (Katzenberger *et al.* 2013, 2015b). The fly TBI model uses a spring-based High-Impact Trauma (HIT) device to inflict mechanical injuries. When the spring with an attached vial of flies is pulled back and released, the vial strikes a polyurethane pad and mechanical forces are delivered to flies as they contact the vial wall. An immediate outcome is temporary incapacitation, indicating that the HIT device delivers primary injuries to the brain (Katzenberger *et al.* 2013, 2015a). Furthermore, injuries to the brain are indicated by outcomes that are shared with rodent TBI models that deliver primary injuries exclusively to the brain. Shared outcomes include increased permeability of the blood–brain barrier and intestine, as well as neurodegeneration in the brain (Feighery *et al.* 2008; Bansal *et al.* 2009; Katzenberger *et al.* 2013, 2015a, 2015c; Smith *et al.* 2013; Alluri *et al.* 2015).

In the fly TBI model, mortality percentage within 24 hr of primary injuries, termed the Mortality Index at 24 hr (MI_24_), is affected by both primary and secondary injuries. The MI_24_ increases as the severity of primary injuries increases, indicating a role for primary injuries in determining the MI_24_ (Katzenberger *et al.* 2015b). Furthermore, under conditions where primary injuries are held constant, the MI_24_ is affected by age at the time of primary injuries and diet following primary injuries, indicating roles for secondary injuries in determining the MI_24_ (Katzenberger *et al.* 2013, 2015a). The MI_24_ is closely correlated with increased intestinal permeability, suggesting that factors that leak from the intestine cause death following TBI (Katzenberger *et al.* 2015a). Bacteria leak from the intestine into the hemolymph and activate the innate immune response, as determined by mRNA levels of antimicrobial peptide (AMP) genes that are transcriptional targets of the Toll- and Immune-deficient (Imd) innate immune response pathways (Lemaitre *et al.* 1997; Lemaitre and Hoffmann 2007; Katzenberger *et al.* 2015a). Increased expression of some AMPs following TBI is significantly diminished in flies that lack bacteria, but the MI_24_ is not affected, indicating that activation of the innate immune response by endogenous bacteria neither prevents nor promotes mortality (Katzenberger *et al.* 2015a). Nevertheless, flies lacking bacteria still induce expression of AMPs following TBI, suggesting that other factors, such as DAMPs and ROS, activate the innate immune response and may prevent or promote mortality.

In addition to bacteria, glucose leaks from the intestine into the hemolymph following TBI (Katzenberger *et al.* 2015a). Moreover, reducing glucose levels in the hemolymph by feeding flies water rather than molasses food following primary injuries reduces the MI_24_. Hyperglycemia is not only associated with mortality following TBI in flies but also in humans, suggesting that mechanisms underlying hyperglycemia-mediated secondary injuries are evolutionarily conserved (Griesdale *et al.* 2009; Borsage *et al.* 2015; Chong *et al.* 2015).

To identify genes involved in secondary injury pathways, we examined global gene expression following primary injuries and compared these data among age and diet conditions that held primary injuries constant but produced different MI_24_s. We found that expression of innate immune response genes dominated the early transcriptional response to primary injuries, and that expression of some of these genes was affected by age and diet conditions. Our results indicate that the complexity of TBI outcomes is due in part to distinct, genetically controlled, age- and diet-regulated mechanisms that promote secondary injuries and involve a subset of innate immune response genes.

## Materials and Methods

### Fly lines and culturing

*Drosophila* Genetic Reference Panel (DGRP) flies were obtained from the Bloomington Stock Center. The 30 RAL lines that were examined were randomly chosen from the DGRP collection (Mackay *et al.* 2012). Flies were maintained on molasses food at 25° unless otherwise stated. Molasses food contained 30 g Difco granulated agar (Becton-Dickinson, Sparks, MD), 44 g YSC-1 yeast (Sigma, St. Louis, MO), 328 g cornmeal (Lab Scientific, Highlands, NJ), 400 ml unsulfured Grandma’s molasses (Lab Scientific), 3.6 liter water, 40 ml propionic acid (Sigma), and tegosept (8 g methyl 4-hydroxybenzoate in 75 ml of 95% ethanol; Sigma). Water vials were prepared immediately before use by placing a circular piece of Whatman filter paper (GE Healthcare Bio-Sciences, Pittsburgh, PA) at the bottom of the vial to absorb 200 μl of water.

### Behavioral and molecular assays

The HIT device was operated as described in Katzenberger *et al.* (2015b). All experiments were performed with HIT device number 1, the same device used in Katzenberger *et al.* (2013) and Katzenberger *et al.* (2015a). The MI_24_ and longevity were determined as described in Katzenberger *et al.* (2013). Quantitative real-time reverse transcription PCR (RT-qPCR) was performed on total RNA extracted from whole flies as described in Petersen *et al.* (2012). Supplemental Material, Table S5 contains primer sequences used in the RT-qPCR analyses.

### Construction of mRNA libraries and high-throughput sequencing

RNA to generate libraries for RNA sequencing (RNA-seq) was extracted from whole male flies as described in Petersen *et al.* (2012). RNA was extracted from younger (0–7 d old) and older (20–27 d old) flies after receiving four strikes from the HIT device with 5-min interinjury intervals and feeding on water for 2 hr or food for 4 hr. In addition, RNA was extracted from uninjured younger and older flies fed water for 2 hr or food for 4 hr. RNA quality control, library preparation, and sequencing were performed at the University of Wisconsin–Madison Biotechnology Center. Each RNA library was generated following the Illumina TruSeq RNA Sample Preparation v2 (Rev. F) Guide using the Illumina TruSeq RNA Sample Preparation Kit (Illumina Inc., San Diego, CA). mRNA was purified from 1 μg total RNA using polyT oligo-attached magnetic beads. Following purification, mRNA was fragmented using divalent cations under elevated temperature. Double-stranded cDNA was synthesized using SuperScript II Reverse Transcriptase (Invitrogen, Carlsbad, CA) and random primers for first strand cDNA synthesis, followed by second strand synthesis using DNA Polymerase I and RNase H for removal of mRNA. Double-stranded cDNA was purified using Agencourt AMPure XP beads (Qiagen, Valencia, CA), blunt end-repaired by T4 DNA Polymerase and Klenow DNA Polymerase, and phosphorylated by T4 Polynucleotide Kinase. Blunt-ended cDNA was purified using Agencourt AMPure XP beads. cDNA products are incubated with Klenow DNA Polymerase to add an adenine to the 3′ end of the blunt phosphorylated DNA fragments and then purified using Agencourt AMPure XP beads. DNA fragments were ligated to Illumina adapters, which have a single thymine overhang at their 3′ end and then purified using Agencourt AMPure XP beads. Adapter-ligated DNA was amplified by Linker-mediated PCR for 10 cycles using Phusion DNA Polymerase and Illumina PE genomic DNA primer set, followed by purification using Agencourt AMPure XP beads. Quality and quantity of finished libraries were assessed using an Agilent DNA1000 series chip assay (Agilent Technologies, Santa Clara, CA) and Invitrogen Qubit HS Kit (Invitrogen), respectively. Each library was standardized to 2 μM. Cluster generation was performed using a TruSeq Rapid Single Read Cluster Kit (v2) and the Illumina cBot, with libraries multiplexed for 1 × 100 bp sequencing using the TruSeq Rapid SBS kit (v2) on an Illumina HiSeq2500. Images were analyzed using CASAVA (Hosseini *et al.* 2010).

### RNA-seq analysis

Sequencing reads were adapter and quality trimmed using the Skewer trimming program (Jiang *et al.* 2014). Quality reads were subsequently aligned to the *D. melanogaster* genome using the STAR aligner (Dobin *et al.* 2013). Quantification of expression for each gene was calculated by RSEM (Li and Dewey 2011). The expected read counts from RSEM were filtered for low/empty values and used for differential gene expression analysis using edgeR (Robinson *et al.* 2010).

### Data availability

Gene expression data are available in the GEO database under accession number GSE85821. Table S1 contains statistical analyses of data in Figure 3, A and B, which is summarized in Table 1. Table S2 lists genes categorized in Figure 4A that were up-regulated following primary injuries. Table S3 lists genes categorized in Figure 4B that were down-regulated following primary injuries. Table S4 contains data used for analysis of absolute expression after primary injuries that are shown in Figure 6, Figure 7, Figure 8, Figure 9, and Figure 10. Table S5 contains the sequence of primers used for RT-qPCR analysis.

**Table 1:** Percentage of RAL lines with a significantly altered MI_24_ between the indicated conditions (*P* ≤ 0.05)

	Age: Younger *vs.* Older				Diet: Water *vs.* Food				Interinjury Interval: 5 min *vs.* 2 hr			
	Water	Food	Water	Food	Younger	Older	Younger	Older	Younger	Older	Younger	Older
	5 min	5 min	2 hr	2 hr	5 min	5 min	2 hr	2 hr	Water	Water	Food	Food
Increased	57	63	40	60	63	70	57	53	0	0	7	7
Decreased	0	0	0	0	0	0	0	0	0	0	0	10
No change	43	37	60	40	37	30	43	47	100	100	93	83

## Results

### Mortality-associated secondary injuries occur 1–8 hr after primary injuries

Studies of mammalian TBI models suggest that the timing of secondary injuries can be determined by altering the interval between primary injuries. In general, increasing the interinjury interval reduces physical, cognitive, and behavioral sequelae, as well as mortality (Kanayama *et al.* 1996; Meehan *et al.* 2012; Huang *et al.* 2013; Weil *et al.* 2014; Bolton Hall *et al.* 2016). For example, the mortality percentage is significantly lower for piglets subjected to primary injuries 1 wk apart compared with 1 d apart (Friess *et al.* 2009). These data indicate that secondary injury mechanisms are active 1 d after but not 1 wk after an initial primary injury. Thus, to determine the timing of secondary injuries that cause mortality in flies following TBI, we altered the interval between primary injuries.

Our standard TBI protocol consists of four strikes from the HIT device separated by 5-min intervals (Katzenberger *et al.* 2013). Previously, we found that the MI_24_ for 0–7 d old *w^1118^* flies (a common laboratory strain) is not significantly altered by interinjury intervals of 5, 10, 20, 30, or 60 min. In contrast, as shown in Figure 1, increasing the interinjury interval to 2 hr significantly increased the mortality percentage at 24 hr after the final strike for flies injured at either 0–3 or 20–23 d old. Furthermore, the enhancing effect progressively diminished when the interval was increased to 8, 24, and 48 hr, returning to the 5-min level at 48 hr. These data indicate that secondary injury mechanisms have peak activity 1–8 hr after primary injuries.

**Figure 1:**
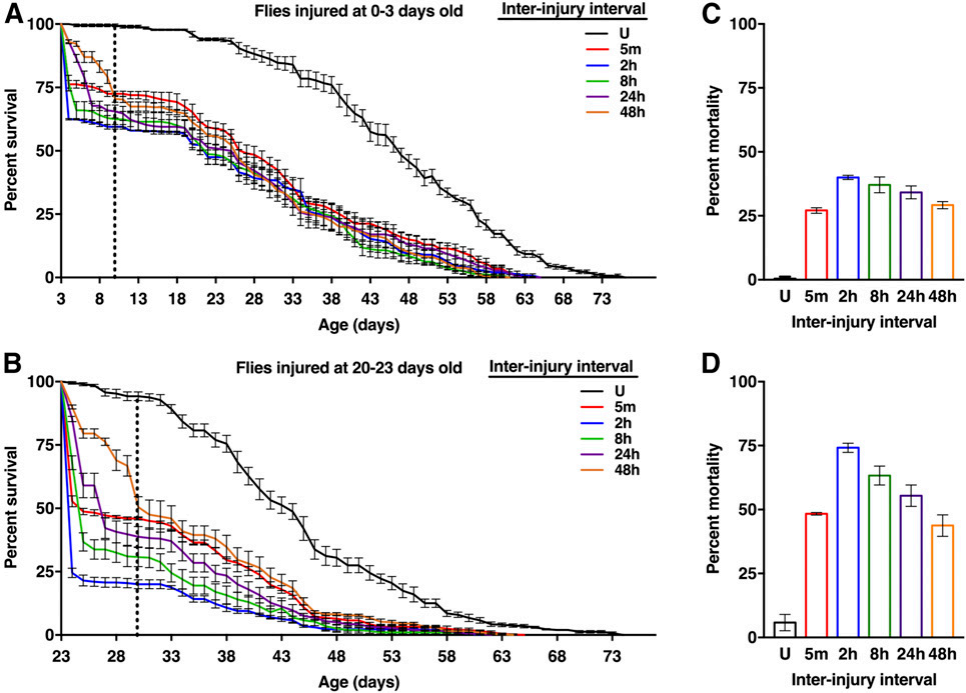
Interinjury interval affects the mortality of *w^1118^* flies. (A and C) 0–3 and (B and D) 20–23 d old *w^1118^* flies received four strikes with different interinjury intervals ranging from 5 min to 48 hr. U indicates uninjured flies at the 24 hr time point. (A and B) Survival percentage of injured (colored lines) and uninjured (black line) flies. At least 200 flies were analyzed for each condition. Error bars represent the SEM. The dotted line indicates 24 hr after all flies received four strikes. (C and D) Mortality percentage at 24 hr after flies from all interinjury interval conditions received four strikes. The data were extracted from (A and B), respectively, at the time point indicated by the dotted vertical lines. Each data point is the average and SEM of at least three biological replicates. In (C), the 2, 8, and 24 hr time points were significantly increased compared with the 5 min time point (*P* < 0.05, one-tailed *t*-test). In (D), the 2 and 8 hr time points were significantly increased compared with the 5 min time point (*P* < 0.05, one-tailed *t*-test).

As an independent means of determining the timing of secondary injuries that cause mortality, we changed the diet after primary injuries. Previously, we found that 0–7 d old *w^1118^* flies fed water following the standard TBI protocol had a significantly lower MI_24_ than equivalent flies fed molasses food, which consists primarily of molasses, yeast, cornmeal, and agar (Katzenberger *et al.* 2015a). To determine when diet affects the MI_24_ during the 24-hr period, we varied the amount of time 0–7 d old *w^1118^* flies were fed water or molasses food, hereafter referred to as “food.” Relative to flies fed water for 24 hr, flies fed food for the initial 2 hr and water for the subsequent 22 hr had a higher MI_24_ (Figure 2A). Increasing the amount of time flies were fed food by 1-hr increments further increased the MI_24_, with a plateau at 6 hr. The converse experiment showed similar timing. Relative to flies fed food for 24 hr, flies fed water for the initial 2 hr and food for the subsequent 22 hr had a lower MI_24_ (Figure 2B). Increasing the amount of time flies were fed water by 1-hr increments further decreased the MI_24_, with a plateau at 7 hr. These data indicate that secondary injury mechanisms have peak activity 1–7 hr after primary injuries.

**Figure 2:**
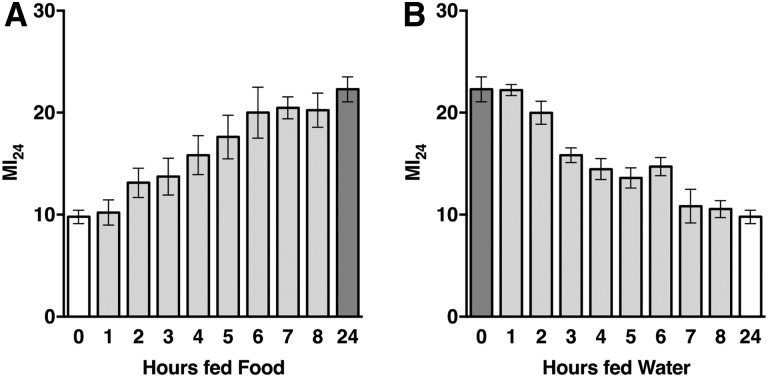
The duration of feeding water and food following primary injuries affects the MI_24_ of younger *w^1118^* flies. (A) Flies were fed food for the indicated amount of time following primary injuries and water for the remaining time up to 24 hr. (B) Flies were fed water for the indicated amount of time following primary injuries and food for the remaining time up to 24 hr. White bars represent 24 hr fed water, dark gray bars represent 24 hr fed food, and light gray bars represent a mixture of time fed water and food. Each data point is the average and SEM of at least three biological replicates. In (A), the 4, 5, 6, 7, 8, and 24 hr time points were significantly increased compared with the 0 hr time point (*P* < 0.05, one-tailed *t*-test). In (B), the 3, 4, 5, 6, 7, 8, and 24 hr time points were significantly decreased compared with the 0 hr time point (*P* < 0.05, one-tailed *t*-test).

### Age- and diet-regulated mechanisms promote mortality via different secondary injuries

To assess the generality of the findings from *w^1118^* flies, we determined the effects of age, diet, and interinjury interval on the MI_24_ of 30 inbred RAL lines from the DGRP (Mackay *et al.* 2012). Figure 3 shows the data for individual lines as well as the average of all lines, and Table 1 shows the percentage of lines that had significantly different MI_24_s among age, diet, and interinjury interval conditions. Table 1 is based on *P*-values derived from Figure 3, A and B and shown in Table S1. Hereafter, we refer to 0–7 d old flies as “younger” flies and 20–27 d old flies as “older” flies.

**Figure 3:**
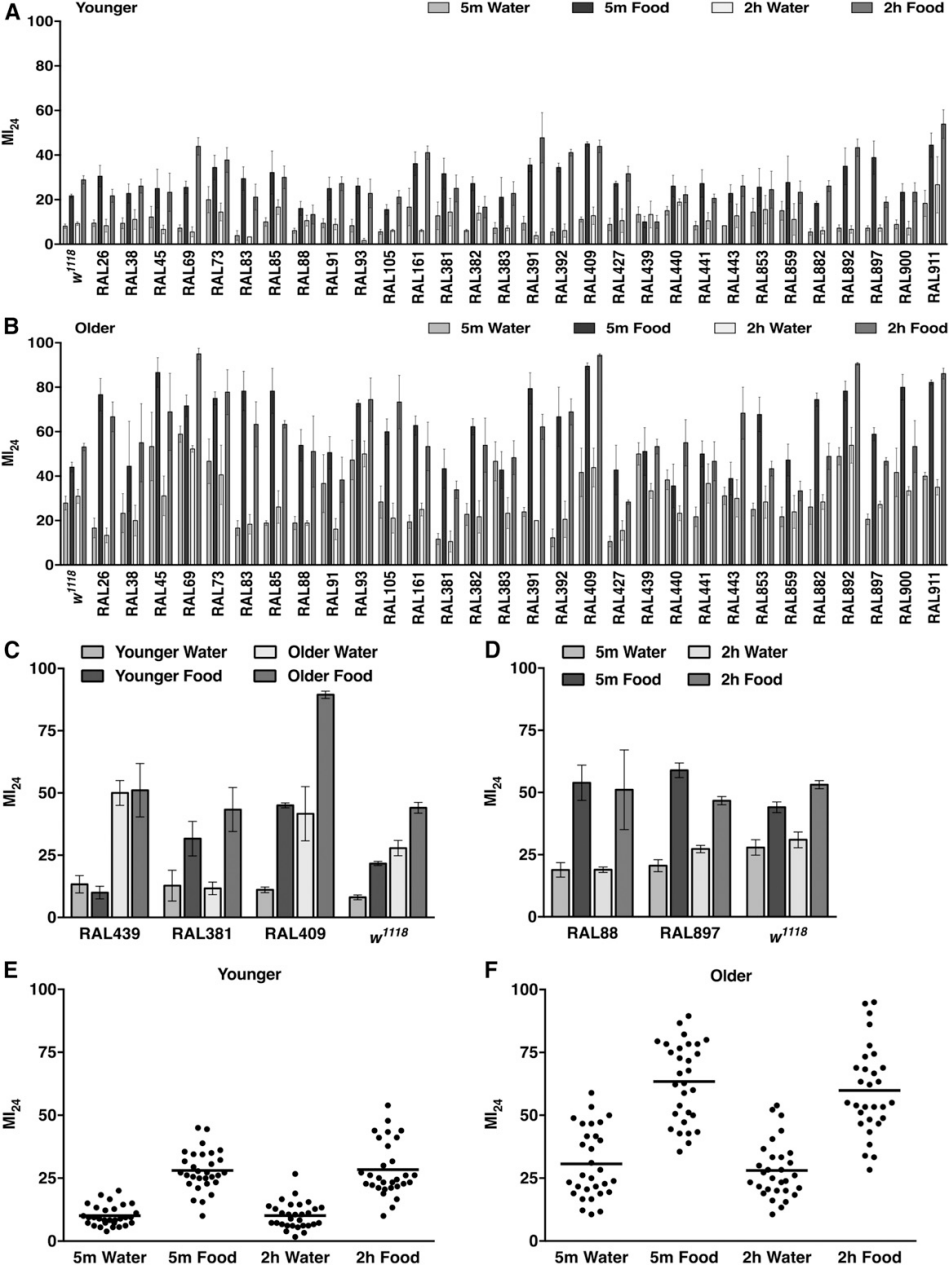
Age, diet, and interinjury interval have different effects on the MI_24_ in different genetic backgrounds. Shown is the MI_24_ of 30 RAL lines subjected to TBI with 5 min or 2 hr interinjury intervals at (A) younger or (B) older ages and subsequently fed water or food. Each data point is the average and SEM of at least three biological replicates. (C) Representative fly lines from (A and B) whose MI_24_ was affected by age but not diet (RAL439), diet but not age (RAL381), or both age and diet (RAL409 and *w^1118^*) following the standard injury protocol. (D) Representative fly lines from (B) whose MI_24_ was not affected by interinjury interval (RAL88), reduced at 2 hr *vs.* 5 min under the food condition (RAL897), or increased at 2 hr *vs.* 5 min under the food condition (*w^1118^*). The average MI_24_ for the set of 30 RAL lines treated at (E) younger or (F) older ages. Each dot represents a single RAL line and the horizontal line indicates the average among fly lines. The average MI_24_ was significantly different (*P* < 0.0001, one-tailed *t*-test) between younger water and younger food as well as between younger water and older water for both 5 min and 2 hr intervals. In contrast, the average MI_24_ was not significantly different (*P* > 0.05, one-tailed *t*-test) between 5 min and 2 hr intervals for both younger and older flies fed either water or food.

For most RAL lines, older flies had a significantly higher MI_24_ than younger flies (Figure 3, A and B and Table 1). For every line, the MI_24_ either increased or did not change between younger and older flies. The average MI_24_ for all lines was significantly higher for older than for younger flies under the same diet and interinjury interval conditions (Figure 3, E and F). Thus, age-regulated mechanisms that enhance mortality-causing secondary injuries are active in most but not all genotypes.

Most RAL lines also had a significantly higher MI_24_ when fed food *vs.* water (Figure 3, A and B and Table 1). For every line, the MI_24_ either increased or did not change between water and food. The average MI_24_ for all lines was significantly higher for food than for water under the same age and interinjury interval conditions (Figure 3, E and F). Thus, diet-regulated mechanisms that enhance mortality-causing secondary injuries are active in most but not all genotypes. Taken together, these studies indicate that age and diet independently promote secondary injuries. With the standard TBI protocol, some lines (such as RAL439) only had an age-regulated increase in MI_24_ and others (such as RAL381) only had a diet-regulated increase in MI_24_, indicating that secondary injuries promoted by age and diet are controlled by independent genetic mechanisms (Figure 3C). Furthermore, some lines (such as RAL409 and *w^1118^*) had both age- and diet-regulated increases in MI_24_, indicating that secondary injuries promoted by age and diet are controlled by genetic mechanisms that are not mutually exclusive.

To determine whether secondary injuries promoted by age and diet function additively or synergistically, we analyzed the average MI_24_ data (Figure 3, E and F). For simplicity, younger flies fed water = younger water; younger flies fed food = younger food; older flies fed water = older water; and older flies fed food = older food. We added the average change in MI_24_ due to age (*i.e.*, the average MI_24_ for older water minus younger water) to the average change in MI_24_ due to diet (*i.e.*, the average MI_24_ for younger food minus younger water) and compared that to the average MI_24_ due to age and diet (*i.e.*, the average MI_24_ for older food minus younger water). For the 5-min interinjury interval, the individual effects of age and diet added together (20.6 + 18.0 = 38.6) were substantially less than the combined effect of age and diet (53.4). Similarly, for the 2-hr interinjury interval, the individual effects of age and diet added together (17.9 + 18.2 = 36.1) were substantially less than the combined effect of age and diet (49.7). Identical analyses of the 10 and six RAL lines that had both age- and diet-regulated increases in MI_24_ with 5-min and 2-hr interinjury intervals, respectively, also revealed more than additive effects of age and diet on the MI_24_. These data indicate that when age- and diet-regulated secondary injuries co-occur, they synergistically increase mortality.

Lastly, interinjury interval did not affect the MI_24_ for almost all lines, including RAL88 (Figure 3, A, B, and D and Table 1). The average MI_24_ for all lines was not significantly different between interinjury intervals of 5 min and 2 hr under the same age and diet conditions (Figure 3, E and F). In all cases where interinjury interval affected the MI_24_, flies were fed food, which suggests that secondary injuries affected by interinjury interval are dependent on food (Table 1). Interestingly, for older flies fed food, increasing the interinjury interval from 5 min to 2 hr reduced the MI_24_ for three lines (RAL853, RAL882, and RAL897), suggesting that in some genetic backgrounds, an initial primary injury can inhibit secondary injuries caused by a subsequent primary injury (Figure 3, A, B, and D and Table 1). Thus, in a small minority of genotypes, interinjury interval affects diet-regulated secondary injuries that cause mortality.

### Innate immune response genes dominate the early transcriptional response to primary injuries

To gain insight into the mechanisms activated by primary injuries, we used high-throughput RNA-seq to identify gene expression changes induced by primary injuries. 

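RNA was extracted from whole male flies of a laboratory stock with a mutation in the white gene and sequenced as 24 mRNA libraries, 3 from injured and 3 from uninjured flies in each of 4 conditions. Younger flies were 0 to 7 days old and older flies 20 to 27 days old, and injured flies received 4 strikes with 5 min between strikes. The authors trimmed the reads with Skewer, aligned them with STAR, estimated expected counts per gene with RSEM, removed low or empty genes and compared injured with uninjured flies in edgeR. The values analysed here are the resulting comparisons, in which the authors' deposited table for each condition gives, per gene, a log2 fold change of injured over uninjured flies, a mean expression (logCPM, on the log2 scale), a likelihood ratio statistic, a p-value and an FDR, all rounded to 3 decimals. Values per library were not analysed here, so the total count of each library is unknown and no spread between replicates could be measured directly. The tables list 12187 genes in younger water, 12276 in younger food, 11663 in older water and 11955 in older food, and 11457 genes are in all 4. An approximate standard error was worked back for each gene as the size of the log2 fold change divided by the square root of the likelihood ratio statistic. Its median was 0.193 in younger water and 0.198 in older water, against 0.126 in younger food and 0.112 in older food, so a given fold change was measured more precisely in the food conditions than in the water conditions. The injury effect in one condition was compared with that in another by dividing the difference between the log2 fold changes by its approximate standard error, with Benjamini-Hochberg adjustment over the genes listed in both conditions. This approximate test treats the authors' estimates of the dispersion as known, which can make it more liberal than a test on counts.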

Genome-wide expression profiles of injured and uninjured *w^1118^* flies were compared under four conditions: (1) younger water, (2) younger food, (3) older water, and (4) older food. These conditions were examined because they produced different MI_24_s when primary injuries were held constant using the standard injury protocol (four strikes with 5-min interinjury intervals) (Figure 3C). Male flies were used to exclude gene expression differences between sexes, and mRNA from whole flies was used because the response to primary injuries is likely to involve protein-coding genes and not be limited to the brain (Owusu-Ansah and Perrimon 2015). Lastly, younger and older water conditions were examined 2 hr after primary injuries and younger and older food conditions were examined 4 hr after primary injuries. In retrospect, it would have been better to use the same time point under both conditions to be certain that the observed differences in gene expression are due exclusively to the feeding condition and not the time differential. 

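A gene was counted as changed when the authors' deposited table for a condition gave a fold change over 2 in either direction and an FDR of at most 0.05. In total, 842 distinct genes were changed in at least 1 condition. The genes up-regulated in at least 1 condition and those down-regulated in at least 1 condition add up to 846, because 4 genes were up-regulated in 1 condition and down-regulated in another. The number depends most on the fold-change minimum, since 3955 genes were changed in at least 1 condition when only the FDR was required.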

With this potential caveat in mind, analyses of three independent biological replicates for each condition revealed that in at least one condition, 849 genes met the criteria of a more than twofold change in expression between injured and uninjured flies with a false discovery rate (FDR) *P*-value ≤ 0.05. A total of 572 genes were up-regulated and 277 genes were down-regulated. 

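A total of 571 genes in the authors' deposited tables passed both thresholds as up-regulated in at least 1 condition and 275 as down-regulated. By condition, 316 genes were up-regulated and 55 down-regulated in younger water, 94 and 46 in younger food, 405 and 124 in older water, and 196 and 146 in older food. These counts do not order the conditions by the extent of the response, because the precision differed between them. At an FDR of at most 0.05 with no fold-change minimum, the numbers of up-regulated genes were 781 in younger water, 581 in younger food, 1121 in older water and 1527 in older food, so older food moved from the third rank to the first.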

Figure 4 presents the number of genes that overlap among the four conditions, and Table S2 and Table S3 contain lists of up-regulated and down-regulated genes, respectively.

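The overlaps were counted from the genes that passed the thresholds in each of the authors' deposited tables. Of the up-regulated genes, 175 passed only in older water, 91 only in younger water, 33 only in older food and 17 only in younger food, and 81 passed in both water conditions and no food condition. Of the down-regulated genes, 83 passed only in older food, 76 only in older water, 27 only in younger food and 20 only in younger water. Passing in a single condition does not test whether the effect differs in the others. A positive fold change in all 4 tables was found for 90 of the 175 genes up-regulated only in older water, 74 of the 91 in younger water, 12 of the 33 in older food and 2 of the 17 in younger food. A negative fold change in all 4 was found for 35 of the 83 genes down-regulated only in older food, 41 of the 76 in older water, 3 of the 27 in younger food and 6 of the 20 in younger water. Genes missing from a table are not counted as sharing the direction. The genes up-regulated only in younger food include ovary and yolk genes, for which female RNA among these male flies stays open. Some genes could not overlap fully, since 73 of the up-regulated and 62 of the down-regulated genes were not listed in all 4 tables. Of the names that the paper lists in Table S2 and Table S3, 566 up-regulated and 271 down-regulated genes passed the thresholds here under the same name, and a further 5 and 3 names are close in spelling to a gene that passed. Whether these are the same genes was not established, and 2 of the names, *FANCI* and *Tsp42Ei*, are also listed in the authors' deposited tables as genes of their own that did not pass.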

**Figure 4:**
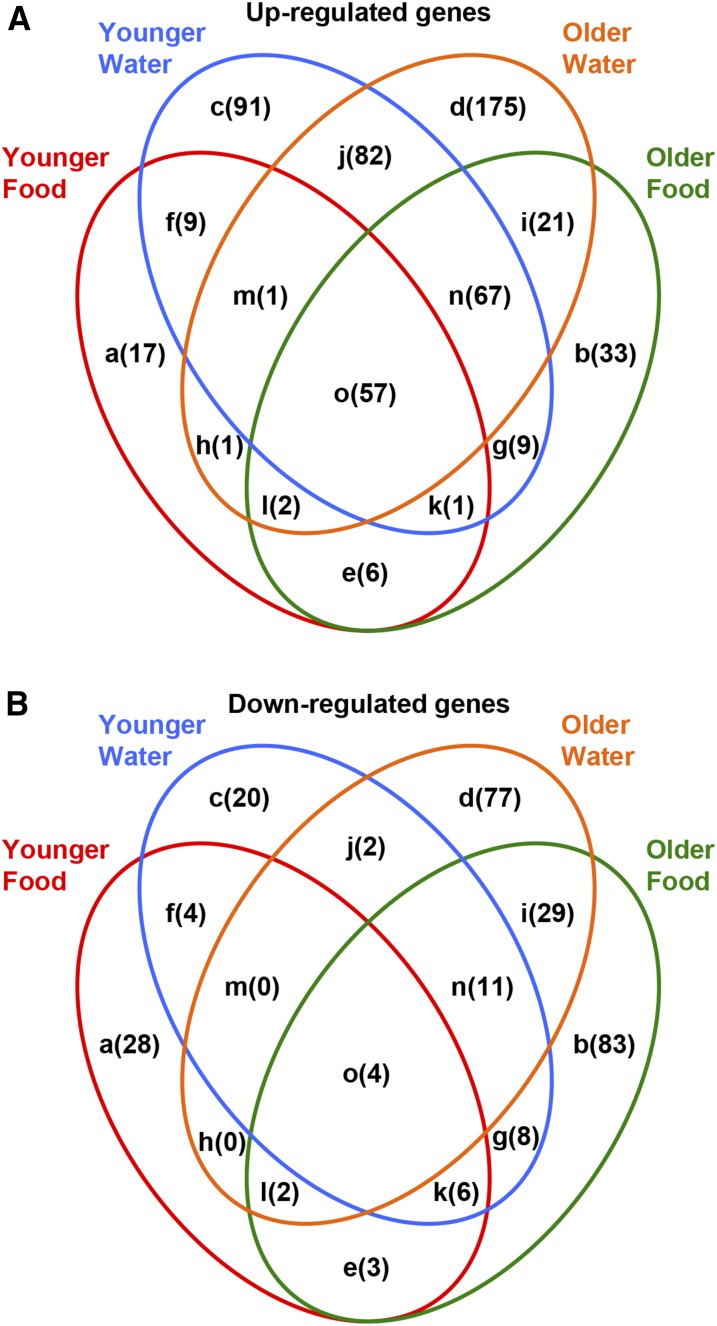
Overview of significant changes in gene expression after primary injuries in *w^1118^* flies, as determined by RNA-seq at 2 hr postinjury for flies fed water and 4 hr postinjury for flies fed food. Indicated in parentheses is the number of genes whose expression was (A) up-regulated or (B) down-regulated more than twofold, with an FDR *P* < 0.05, following primary injuries among the four indicated conditions. Lowercase letter designations correspond to Table S2 and Table S3, which list up-regulated and down-regulated genes, respectively. Table 2 contains the complete list of up-regulated and down-regulated genes that were common to all four conditions, and Table 3 contains a partial list of innate immune response genes that were common to a subset of conditions.

Almost all 57 genes that were up-regulated under all conditions are part of the innate immune response (Figure 4 and Table 2), including transcriptional targets of the Toll pathway [*e.g.*, AMPs, Immune-induced molecules (IMs), Bomanins (Boms), and Thioester-containing protein 2 (TEP2)], the Imd pathway (*e.g.*, AMPs), the JAK-STAT pathway (*e.g.*, TEP2), and the Mekk1 pathway [*e.g.*, CG13905, CG14957, CG15829, Stress-induced DNase (SID), and Urate oxidase (Uro)], as well as pattern recognition receptors involved in the recognition of DAMPs and pathogen-associated molecular patterns (PAMPs) in the Toll pathway [*e.g.*, Peptidoglycan recognition protein SA (PGRP-SA) and Gram-negative binding protein-like 3 (GNBP-like3)] and genes that regulate the JAK-STAT pathway [*e.g.*, Suppressor of cytokine signaling at 36E (Socs36E)] (De Gregorio *et al.* 2001, 2002; Agaisse and Perrimon 2004; Lemaitre and Hoffmann 2007; Bier and Guichard 2012; Stec *et al.* 2013; Chakrabarti *et al.* 2014; Kurata 2014; Clemmons *et al.* 2015). Also included were genes up-regulated by pathogen infection that control proteolysis, cell growth, and oxidative stress. In addition, two of the four genes that were down-regulated in all conditions are involved in the innate immune response: *Ser8*, which encodes a serine protease induced by bacterial infection; and *CG4950*, to which encodes a transcriptional target of the Mekk1 pathway following bacterial infection (De Gregorio *et al.* 2001; Chakrabarti *et al.* 2014). These data indicate that, regardless of age at the time of primary injuries or diet afterward, innate immune response pathways mediate the dominant, early transcriptional response to primary injuries.

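In the authors' deposited tables, 57 genes were up-regulated in all 4 conditions, against 0.000893 genes if the calls in the 4 conditions were independent of each other. These genes include the 11 AMP genes of Table 2, whose median log2 fold change was 3.10 in younger water, 2.29 in younger food, 3.71 in older water and 2.75 in older food. The Mekk1 targets other than *CG4950* that the tables list, 5 in all, were up-regulated in each condition, and *CG14957* had log2 fold changes of 3.64, 1.23, 1.94 and 2.22 in the same order of conditions in the authors' deposited tables. The paper named these 5 from among the genes up-regulated in all conditions, so that count was fixed by their choice. *PGRP-SA* had log2 fold changes of 2.91, 1.65, 1.89 and 1.65 in the authors' deposited tables, and *Socs36E* 2.19, 1.07, 2.13 and 1.59. *IM18* and its neighbor *CG10332* have the same fold change in every table, so their reads were not cleanly separated and they do not count as independent evidence. All 57 genes were also called when the adjustment was made over the 4 conditions together, and 55 of them at an FDR of at most 0.01. When the likelihood ratio statistic was referred to an F distribution with 1 and 4 degrees of freedom, an extreme setting chosen after seeing the data that uses no information shared across genes, 0 genes were up-regulated in all 4 conditions after adjustment, and 57 at an unadjusted p under 0.05.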

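As read from the authors' deposited tables, the 4 genes down-regulated in all conditions were *Ser8*, *CG4950*, *CG15263* and *nimC2*, against 9.29e-06 genes if the calls were independent. The log2 fold change of *Ser8* in the authors' deposited tables was -1.68 in younger water, -1.05 in younger food, -2.24 in older water and -1.76 in older food. That of *CG4950* was -1.45, -1.23, -1.71 and -2.36 in the same order in the authors' deposited tables, and its fall was larger in older food than in younger food (adjusted p = 5.52e-06 by the approximate test of the difference).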

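Ranked by the likelihood ratio statistic in the authors' deposited tables, the 20 strongest changes held 11 of the commonly up-regulated genes in younger water, 13 in younger food, 8 in older water and 11 in older food. AMP and Bom genes made up 2, 6, 5 and 5 of these 20 in the same order. Across the 11457 genes listed in all 4 tables, Pearson's r between the log2 fold changes of 2 conditions ranged from 0.376 for younger food and older water to 0.683 for younger water and older food. These correlations are across genes, which are not independent replicates. From the genes shared by all conditions, the paper concludes that innate immune pathways make up the main early response to primary injuries whatever the age or diet.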

**Table 2:** Genes affected in all conditions

	Younger*^a^*		Older	
	Water	Food	Water	Food
MI_24_	8.1 ± 0.9	21.7 ± 0.8	27.9 ± 3.1	44.0 ± 2.2
Antimicrobial peptides (AMPs)				
AttA	15.3	4.8	33.1	7.3
AttB	8.6	3.7	31.4	7.8
AttC	8.1	5.6	13.1	9.2
CecA2	10.4	2.9	37.8	9.9
CecB	33.6	2.6	72.3	4.8
CecC	11.7	5.4	100.7	6.7
Dpt	7.1	5.9	7.9	6.1
DptB	6.1	4.1	11.7	6.8
Dro	7.0	4.9	7.1	5.0
Drs	10.2	5.9	4.0	5.7
Mtk	6.1	6.1	4.1	5.2
Immune-induced molecules (IMs)				
IM1 (Bom)	7.3	4.2	2.8	4.4
IM2 (Bom)	4.5	2.7	2.6	3.2
IM3 (Bom)	4.1	2.4	2.7	3.1
IM4	4.9	3.1	2.3	3.3
IM10	2.5	3.5	3.2	3.1
IM14	5.9	3.9	3.3	4.2
IM18	2.3	2.3	4.7	3.9
IM23 (Bom)	9.4	5.0	3.5	5.6
CG10332	2.3	2.3	4.7	3.9
CG15065 (Bom)	5.2	3.4	2.4	3.3
CG16713	6.7	3.0	4.2	5.7
CG33470	5.1	3.2	2.8	3.4
CG43165	5.1	4.8	9.2	10.7
CG43202 (Bom)	7.3	3.9	6.0	4.5
Other peptides				
Edin	5.5	9.0	11.2	7.9
Listericin	4.7	2.1	2.5	2.5
CG13324	5.5	2.3	2.5	2.8
CG14957	12.4	2.4	3.8	4.7
CG15829	6.8	2.4	3.9	3.2
CG16978	8.3	2.2	4.7	5.1
CG43175	2.4	3.5	3.0	2.2
CG43236	6.3	3.8	5.4	4.5
Pathogen recognition receptors				
GNBP-like	7.6	4.0	8.0	5.4
PGRP-SA	7.5	3.1	3.7	3.1
Complement-like				
Tep2	3.5	2.2	2.2	2.4
Serine proteases				
Ser8	−3.2	−2.1	−4.7	−3.4
SP10	24.0	7.7	16.6	10.1
SPH93	6.4	3.0	3.0	5.2
CG18557	10.7	3.8	5.3	12.0
Serine protease inhibitor				
Spn88Eb	6.1	3.1	3.3	4.5
Growth control				
Ets21C	14.2	4.7	15.0	7.0
Gadd45	3.5	2.0	3.8	2.4
Oxidative stress				
GstD2	4.1	2.6	2.5	2.2
Other				
Fst	17.6	5.0	10.5	8.4
NimB1	2.7	2.3	2.0	2.1
NimC2	−2.3	−2.5	−2.3	−3.8
SID	5.9	2.9	5.9	6.0
Socs36E	4.6	2.1	4.4	3.0
Uro	6.1	3.1	3.0	2.7
CG4950	−2.7	−2.3	−3.3	−5.1
CG5550	6.3	2.2	8.3	2.5
CG10182	8.5	2.6	31.7	5.4
CG13641	2.2	2.1	3.3	2.1
CG13905	5.0	2.6	2.3	2.6
CG15263	−2.7	−2.3	−4.8	−2.6
CG16772	5.0	2.4	5.0	3.1
CG18067	4.3	3.2	2.3	2.5
CG30026	4.9	2.6	2.9	3.3
CG34054	5.4	2.5	3.8	3.9
CG43085	5.2	9.2	3.8	3.5

a Fold change in expression between injured and uninjured flies.

### Age and diet affect expression of innate immune response genes following primary injuries

Genes involved in secondary injury pathways that cause mortality were predicted to have different fold changes in expression between younger and older flies or between water and food diets, conditions that had different MI_24_s. Differentially expressed genes included most of the 57 genes that had increased expression in all conditions (Table 2). In fact, 88% (50 of 57) of these genes had a larger fold change in younger water compared with younger food conditions, indicating that fasting (*i.e.*, the water condition) enhances and ingestion of nutrients (*i.e.*, the food condition) suppresses activation of the innate immune response by primary injuries. In addition, 60% (34 of 57) of these genes, but only 18% (two of 11) of AMP genes had a greater fold change in younger water compared with older water conditions, indicating that aging reduces the ability of fasting to enhance activation of the innate immune response by primary injuries.

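In the authors' deposited tables, 50 of the 57 commonly up-regulated genes (87.7%, 95% Wilson interval 76.8 to 93.9%) had a larger fold change in younger water than in younger food. The difference was more than 1.5-fold for 41 genes in that direction and for 2 in the other. The interval treats genes measured in the same libraries as independent draws, so it does not measure variation between libraries. By the approximate test of the difference, 16 of the 57 differed after adjustment over all 12100 genes tested, all 16 with the larger effect in younger water. Adjusted over the list alone, 30 differed, but the list was chosen on these libraries, so this count is not independent evidence. The choice of the genes favors younger water to an extent, because 27 of the 57 needed more than a 2-fold change to pass the FDR threshold there, against 8 in younger food. At an unadjusted p under 0.05, 35 of the 57 had the larger effect in younger water and 0 in younger food. The largest differences included *CecB*, with log2 fold changes of 5.07 in younger water and 1.39 in younger food in the authors' deposited tables (adjusted p = 9e-07), and *CG16978* (difference 1.93, adjusted p = 9.97e-06). Diet and time differ together here, since the water flies were sampled at 2 hr and the food flies at 4 hr. From the share of genes with a larger fold change on water, the paper reasons that fasting enhances and nutrients suppress this response.

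**Figure D1:**
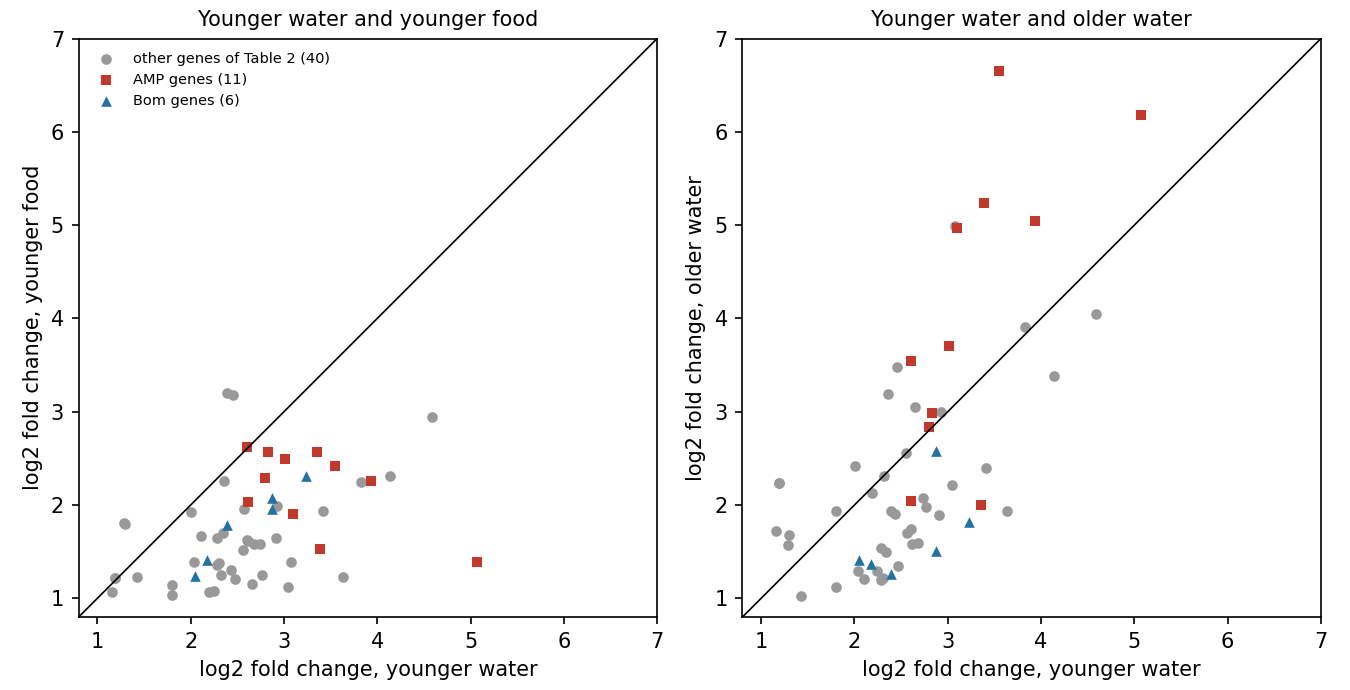
Log2 fold change of injured over uninjured flies for the genes up-regulated in all 4 conditions, with younger water on the x axis of both panels and younger food (left) or older water (right) on the y axis, from the authors' deposited tables. Each point is 1 gene, squares are the 11 AMP genes, triangles the 6 Bom genes and circles the other 40, and the line marks equal values. On the left 50 of the 57 genes lie below the line, and on the right 34 do.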

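Of the 57 genes, 34 (59.6%) in the authors' deposited tables had a larger fold change in younger water than in older water, with a 95% Wilson interval of 46.7 to 71.4% that includes an even split. The difference exceeded 1.5-fold for 26 genes in that direction and for 12 in the other. After adjustment over the 11531 genes tested in both water conditions, 0 of the 57 genes had a larger effect in younger water and 3 had a larger effect in older water, against 21 and 8 at an unadjusted p under 0.05. Adjusted over the list alone, which was chosen on these libraries, the numbers were 16 and 7. For the AMP genes, 2 of 11 (18.2%, interval 5.1 to 47.7%) had the larger fold change in younger water. Both intervals treat genes as independent draws and so do not measure variation between libraries. The 3 genes with a larger effect in older water were *CecC* (difference in log2 fold change -3.10, adjusted p = 3.68e-07), *AttB* (-1.87, adjusted p = 0.0346) and *CecA2* (-1.86, adjusted p = 0.0367). The 3 are paralogs of other *Cec* and *Att* genes, so reads shared within these families limit the value of any single member.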

Differentially expressed genes also included other innate immune response genes that changed expression in a subset of conditions (Table 3). 

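The genes of Table 3 and *p38c* all kept to the stated conditions at a fold change over 2 and an FDR of at most 0.05 in the authors' deposited tables, 18 of 18, as follows from the way Table 3 was built from these tables at these thresholds. At a fold change over 1.5 with the same FDR, 11 did, made up of 1 of the 5 water genes, all 6 food genes and 4 of the 7 genes of older flies. *Diedel* is not listed in the water tables nor *upd2* in the younger tables, so these count among the 18 and the 11 with no value there, and 9 of the 16 genes listed in all 4 tables kept to their conditions at 1.5-fold. By the approximate test of the difference, adjusted over all genes, 2 of the 5 water genes differed between younger water and younger food. Between older water and older food 2 of 5 did. Of the genes of older flies that could be tested, 2 of 6 differed between younger and older water and 2 of 6 between younger and older food. Adjusted over the list alone, which was chosen on these libraries, the numbers were 4 and 2 for the water genes. For the genes of older flies they were 2 and 4.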

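*TotA*, *TotC*, *TotM*, *TotX*, *CG11459* and *Diedel* passed the thresholds in both food conditions and in neither water condition in the authors' deposited tables. Of the 5 listed in both younger tables, 4 had a larger injury effect in younger food than in younger water after adjustment over all genes, and 5 when adjusted over the list alone. In older flies the effect was larger on food for 5 of 5. These contrasts also differ in time after injury, 4 hr on food and 2 hr on water.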

Following primary injuries, all six genes that were up-regulated by food but not by water are involved in the innate immune response (Table 3). Four of the six genes, Turandot A (TotA), TotC, TotM, and TotX, are part of the eight-member Tot family of secreted peptides that are induced by a variety of stresses, including bacterial infection, and are activated by the Imd, JAK-STAT, and Mekk1 pathways (Ekengren and Hultmark 2001; Brun *et al.* 2006; Chakrabarti *et al.* 2016). 

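In younger food, *TotM* had the largest fold change of the *Tot* genes in the authors' deposited table, a log2 value of 3.79, against 0.79 in younger water (adjusted p of the difference 0.00409). *TotC* rose by a log2 value of 1.97 in younger food in the authors' deposited table and *TotX* by 1.20, and both differed from younger water (adjusted p = 0.00219 and 3.17e-05). The effect on *TotA*, 1.87 in younger food and 0.63 in younger water in the authors' deposited tables, could not be distinguished between the diets in younger flies after adjustment over all genes. In older flies all 4 differed between the diets, *TotX* with log2 fold changes of 1.58 on food and -0.50 on water in the authors' deposited tables (adjusted p = 1.34e-07). Food flies were sampled at 4 hr and water flies at 2 hr, so diet and time were not separated. From its RT-qPCR time course, the paper reports *TotA* and *TotM* as affected by injury under every condition, and *TotC* and *TotX* under some. *TotB* is listed only in older food, where its log2 fold change in the authors' deposited table was 1.88.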

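The log2 fold change of *Diedel* was 7.27 in younger food and 3.04 in older food in the authors' deposited tables, a difference beyond its error (adjusted p = 2.98e-05). *Diedel* has no row in either water table, so its effect on water was not analysed here. From its RT-qPCR time course, the paper reports *Diedel* as affected by injury under every condition, water included. *CG11459* had log2 fold changes of 1.45 in younger food and 1.43 in older food in the authors' deposited tables, against 0.23 and -0.48 in the corresponding water tables. The injury effect on *CG11459* differed between food at 4 hr and water at 2 hr in younger flies (adjusted p = 0.0161) and in older flies (adjusted p = 0.000659).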

The other two genes are Diedel, which is a cytokine that represses the Imd pathway in response to virus infection, and CG11459, which is a predicted Cathepsin-like peptidase induced by bacterial infection (De Gregorio *et al.* 2001; Lamiable *et al.* 2016). 

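The log2 fold changes of *spz*, *PGRP-SD*, *cact*, *nec* and *p38c* in younger water were 1.44, 1.11, 1.29, 1.54 and 1.25 in the authors' deposited table. In younger food the same genes had values of 0.63, 0.65, 0.21, 0.78 and 0.40 in the authors' deposited table. The injury effect differed between these conditions for *cact* (adjusted p = 0.00117) and *spz* (adjusted p = 0.0157), and did not pass for *PGRP-SD* (0.929), *nec* (0.115) or *p38c* (0.129). In older flies it differed for *cact* (adjusted p = 0.0103) and *p38c* (adjusted p = 0.0284). On food *spz*, *PGRP-SD* and *nec* were below the fold-change minimum but past the FDR threshold in both of the authors' deposited tables, and *cact* and *p38c* were so in older food alone.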

Genes that were up-regulated by water but not by food include both positive [*e.g.*, Spätzle (Spz) and PGRP-SD] and negative [*e.g.*, Cactus (Cact) and Necrotic (Nec)] regulators of the Toll pathway, as well as p38c, a MAP kinase in the Mekk1 pathway that activates the production of ROS (Lemaitre and Hoffmann 2007; Chakrabarti *et al.* 2014). 

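In older water the log2 fold changes of *eater*, *nimC1*, *Sr-CI*, *lectin-24Db* and *lectin-33A* were -1.35, -1.54, -2.30, -1.37 and -1.06 in the authors' deposited table. In younger water they were -0.56, -0.86, -0.998, -0.92 and -0.70 in the authors' deposited table, so every gene moved in the same direction at both ages. *Sr-CI* in younger water lies just inside the fold-change minimum, with an FDR computed from its statistic of 0.00047 in the authors' deposited table. The effect differed with age for *Sr-CI*, on water (adjusted p = 0.00979) and on food (adjusted p = 1.76e-10). For *eater*, *nimC1*, *lectin-24Db* and *lectin-33A* no difference between ages passed on water (adjusted p = 0.588, 0.767, 0.809 and 0.968) or on food (0.107, 0.698, 0.544 and 0.0903).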

Genes that were down-regulated in older but not in younger flies include Eater, Nimrod C1 (NimC1), and Scavenger receptor class C, type 1 (Sr-C1), which are three of the eight receptors found on the surface of macrophages that are involved in binding and eliminating pathogens by phagocytosis, as well as Lectin-24Db and Lectin-33A, which are secreted C-type Lectins that function as pattern recognition receptors to mediate pathogen encapsulation by hemocytes (Ao *et al.* 2007; Ferrandon *et al.* 2007). Genes that were up-regulated in older but not in younger flies include PGRP-LB, which inhibits activation of the Imd pathway in response to bacterial infection by cleaving DAP-type peptidoglycans, and the cytokine Unpaired 2 (Upd2), which is a transcriptional target of the Jun kinase (JNK) pathway and activates the JAK-STAT pathway (Zaidman-Rémy *et al.* 2006; Rajan and Perrimon 2012). 

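*PGRP-LB* had log2 fold changes of 1.45 in older water and 1.14 in older food in the authors' deposited tables, against 0.52 and 0.04 in the corresponding younger tables. Its injury effect was larger in older flies on water (adjusted p = 0.00486) and on food (adjusted p = 7.24e-11). *upd2* had log2 fold changes of 3.44 in older water and 2.35 in older food in the authors' deposited tables and has no row in the younger tables, so the difference between ages was not tested.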

Lastly, in other subsets of conditions, up-regulated genes included other AMPs, Tots, and Upds, as well as Relish (Rel), which is the NF-κB transcription factor in the Imd pathway (Ferrandon *et al.* 2007; Lemaitre and Hoffmann 2007). These data indicate that age- and diet-regulated mechanisms modulate the transcriptional output of the Toll, Imd, JAK-STAT, JNK, and Mekk1 pathways following primary injuries. Furthermore, regulation of innate immune response pathways following primary injuries is likely to be complex, since gene expression changes predict both positive and negative regulation of the pathways.

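*Rel* had log2 fold changes of 1.88 in younger water, 2.36 in older water and 1.55 in older food in the authors' deposited tables and 0.79 in younger food, where it passed the FDR threshold but not the fold-change minimum. The effect on *Rel* differed between younger water and younger food (adjusted p = 0.00973). *CecA1* had log2 fold changes of 3.36, 0.57, 4.35 and 1.70 in younger water, younger food, older water and older food in the authors' deposited tables. *upd3* rose by log2 values of 3.53 in younger water, 2.93 in older water and 1.42 in older food in the authors' deposited tables and is not listed in younger food.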

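Over all genes, the approximate test found a different injury effect between younger water and younger food for 218 of 12100 genes, 194 of them with the higher value in younger water. Between younger water and older water 80 of 11531 genes differed, 27 with the higher value in younger water and 53 with the lower. The authors' deposited tables were the only input to both tests. From the genes that changed in subsets of conditions, the paper concludes that age and diet modulate the output of these pathways.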

**Table 3:** Genes affected in a subset of conditions

	Younger*^a^*		Older	
	Water	Food	Water	Food
MI_24_	8.1 ± 0.9	21.7 ± 0.8	27.9 ± 3.1	44.0 ± 2.2
Water-specific genes				
Cact	2.5		2.5	
Nec	2.9		2.0	
PGRP-SD	2.1		2.2	
Spz	2.7		2.4	
Food-specific genes				
Diedel		154.0		8.1
TotA		3.7		3.3
TotC		3.9		2.2
TotM		13.8		5.0
TotX		2.3		3.0
CG11459		2.7		2.7
Older-specific genes				
Eater			−2.5	−2.1
Lectin-24Db			−2.6	−2.2
Lectin-33A			−2.1	−3.0
NimC1			−2.9	−2.1
PGRP-LB			2.7	2.2
Sr-Cl			−4.9	−3.0
Upd2			10.9	5.1

a Fold change in expression between injured and uninjured flies.

### Primary injuries induce rapid biphasic activation of innate immune response genes

We used RT-qPCR to more thoroughly examine gene expression following primary injuries. These experiments are important because fold changes in expression between uninjured and injured flies at one time point after primary injuries may not be the same as at other time points, and also may not be as relevant to fly physiology as absolute levels of expression. We focused on genes that encode secreted proteins in the innate immune response because excessive secretion of proinflammatory cytokines in mammals is believed to cause multiple organ dysfunction syndrome and mortality following TBI (Lu *et al.* 2009). Younger flies were subjected to the standard TBI protocol, fed food, and analyzed by RT-qPCR at times encompassing the 1–8 hr peak period of secondary injuries. A mixture of male and female flies was used, rather than just males, as was used for RNA-seq, because a large number of flies was needed for the analysis and male and female flies have the same MI_24_ (Katzenberger *et al.* 2013). To determine absolute levels of expression, mRNA levels of each gene were normalized to those of Ribosomal protein L32 (RpL32) (Figure 5, A–E). To establish the level of variation inherent in the assay, we examined a generally expressed gene TBP-associated factor 1 (TAF1) (Papai *et al.* 2011). TAF1 expression changed less than twofold between uninjured and injured flies at almost all points in the time course, whereas the AMP Attacin C (AttC), the Toll ligand Spz, the secreted peptide TotA, and the cytokine Upd2 changed expression more than twofold at most points in the time course (Figure 5, F–J). These data confirm the RNA-seq finding that primary injuries significantly increase expression of innate immune response genes during the 1–8 hr peak period of secondary injuries that cause mortality.

**Figure 5:**
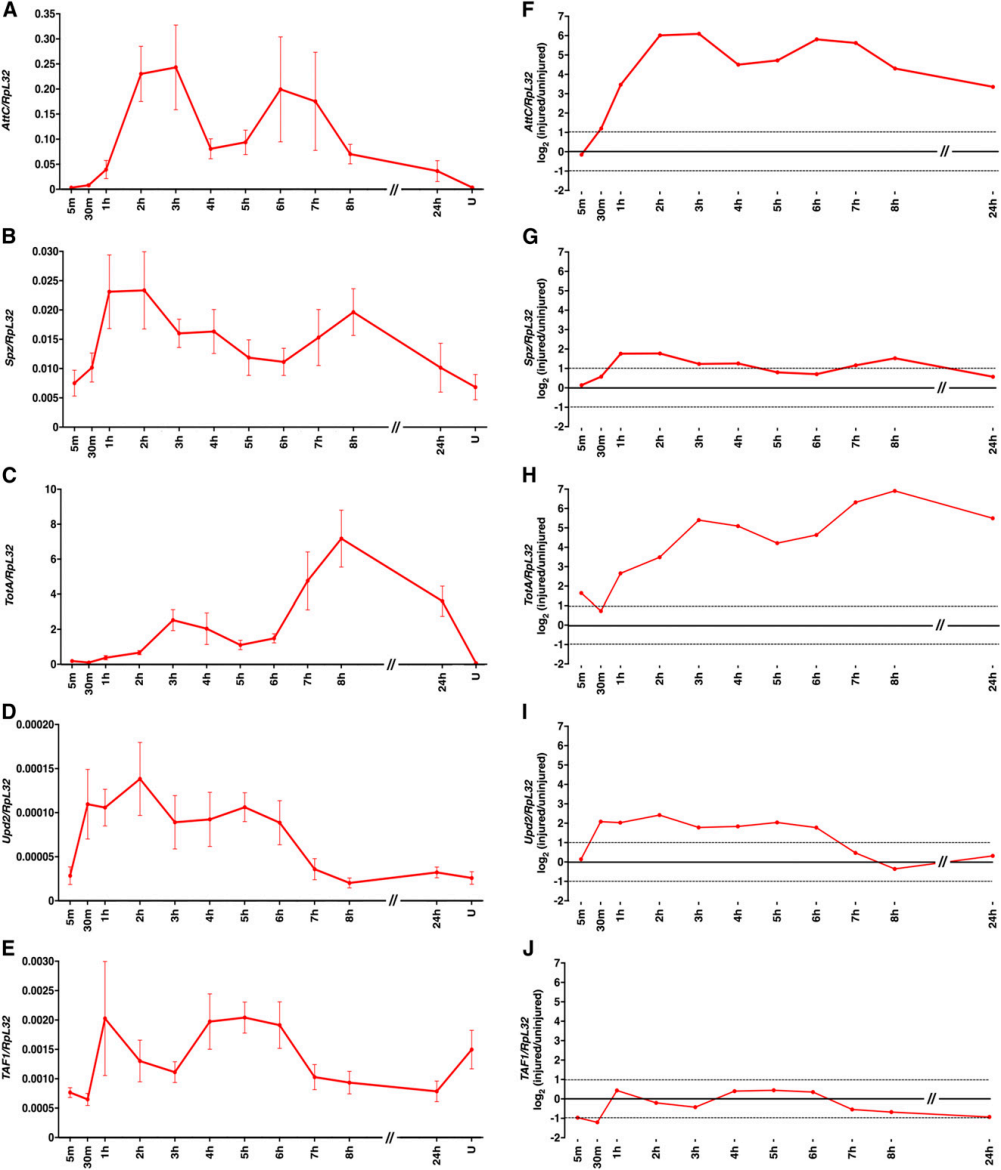
Innate immune response genes had different expression profiles over the 24 hr period following primary injuries in younger *w^1118^* flies fed food. (A–E) Expression of the indicated genes relative to RpL32 at the indicated time points following the standard injury protocol. Note that *y*-axis scales differ among graphs and that the *x*-axis is not to scale between 8 and 24 hr. U indicates uninjured flies at the 24 hr time point. Each data point is the average and SEM of at least three biological replicates. These data are shown in comparison to other conditions in Figure 6, Figure 7, Figure 8, Figure 9, and Figure 10. Note that the *y*-axis scales are different in Figure 6, Figure 7, Figure 8, Figure 9, and Figure 10. (F–J) Log_2_ expression difference in injured relative to uninjured flies of the indicated genes normalized to RpL32. Dotted lines indicate a twofold change in expression. Note that the *x*-axis is not to scale between 8 and 24 hr.

Expression of AttC, Spz, TotA, and Upd2 was rapidly up-regulated with distinct profiles following primary injuries under the younger food condition (Figure 5, A–E). Substantial up-regulation occurred by 30 min for Upd2 and by 1 hr for AttC, Spz, and TotA (Figure 5, F–I). Expression of AttC, Spz, and TotA was biphasic, with peaks at 1–4 and 6–8 hr. In contrast, Upd2 had a single extended peak at 30 min–6 hr. The later peaks of AttC and Spz were similar in magnitude to the earlier peaks, but the later peak of TotA was considerably higher than the earlier peak. Finally, expression of AttC and TotA, but not Spz and Upd2, remained up-regulated at 24 hr. These data lead to several conclusions: (1) biphasic expression patterns, as observed in mammals (Hu *et al.* 2014), indicate temporally distinct modes of PAMP, DAMP, or ROS production following primary injuries; (2) diverse expression patterns indicate complex regulation of the Toll, Imd, JAK-STAT, JNK, and Mekk1 pathways following primary injuries; and (3) up-regulated expression at 24 hr indicates that PAMPs, DAMPs, or ROS continue to be produced in flies that survive following primary injuries.

### Expression of specific innate immune response genes may underlie age- and diet-regulated mortality-associated secondary injuries

We used RT-qPCR to analyze the 24-hr time course of expression of AttC, Spz, TotA, Upd2, and TAF1 after the standard injury protocol in younger water, younger food, older water, and older food conditions (Figure 6). Genes were considered to have changed expression in a primary injury-dependent manner if their average expression at 1–8 hr was more than twofold different than their average expression at 5–30 m and at the 24 hr time point in uninjured flies (Table S4). By these criteria, expression of Spz, Upd2, and TAF1 was not affected by primary injuries under any conditions, and expression of AttC and TotA was affected by primary injuries under all conditions. The average expression of AttC at 1–8 hr was lower in younger water than older water conditions and higher in younger water than younger food conditions. Paradoxically, these data indicate that if age- and diet-regulated changes in expression of AttC affect mortality, AttC would promote mortality in an age-regulated manner and inhibit mortality in a diet-regulated manner. An analogous but opposite paradox occurred with TotA, whose expression was higher for younger water than older water conditions but lower for younger water than younger food conditions. Thus, these data demonstrate that expression of AttC and TotA is altered by age- and diet-regulated mechanisms, but the paradoxical relationship between expression and the MI_24_ suggests that altered expression of these genes individually does not correlate with secondary injuries that cause mortality. This outcome is not surprising, given the complexity of changes in gene expression following primary injuries. Instead, mortality caused by secondary injuries is most likely the outcome of a complicated pattern of gene expression involving a large suite of genes.

**Figure 6:**
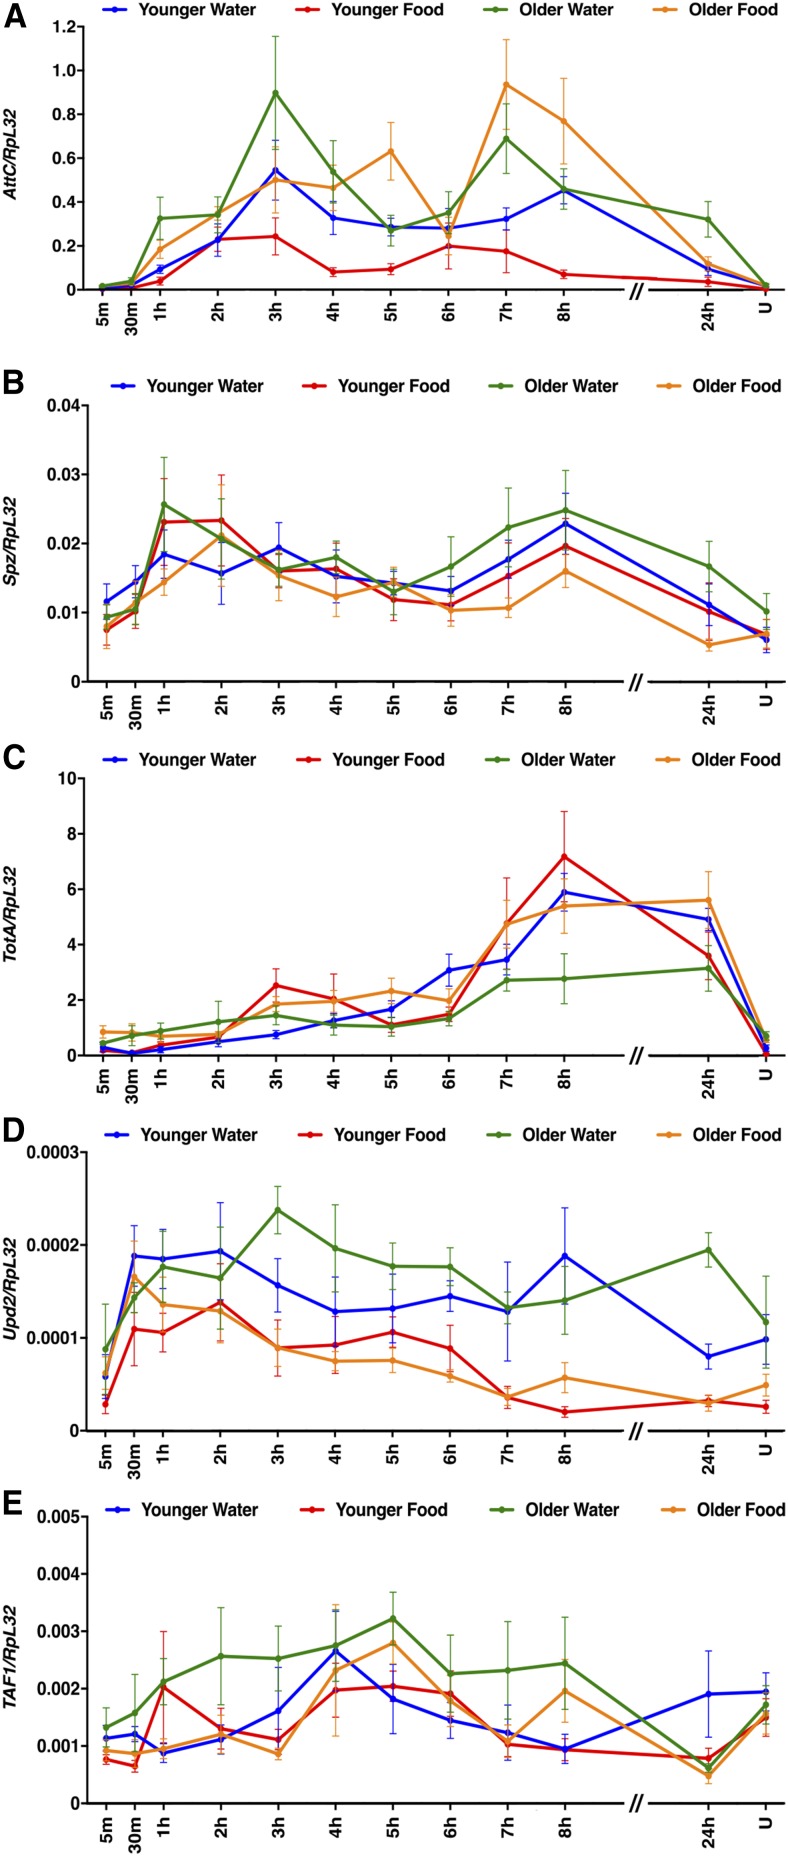
Age and diet affected expression of some innate immune response genes following primary injuries. (A–E) Expression of the indicated genes relative to RpL32 following the standard injury protocol in *w^1118^* flies under the indicated conditions. Note that *y*-axis scales are different among graphs and that the *x*-axis is not to scale between 8 and 24 hr. Each data point is the average and SEM of at least three biological replicates. RNA samples used for this analysis were also used in Figure 7, Figure 8, Figure 9, and Figure 10.

To assess the generality of the findings with AttC, Spz, TotA, and Upd2, we examined expression of other members of the AMP, Spz, Tot, and Upd families, as well as Diedel (Figure 7, Figure 8, Figure 9, and Figure 10). Among these genes, primary injury-induced expression was not affected under any condition for Defensin (Def) (Figure 7A); Spz3, Spz4, Spz5, and Spz6 (Figure 8); and Upd1 and Upd3 (Figure 10), and expression was only affected under a subset of conditions for TotC and TotX (Figure 9, A and C). In contrast, primary injury-induced expression was affected under all condition for Diptericin B (DiptB), Drosocin (Dro), Drosomycin (Drs), and Metchnikowin (Mtk) (Figure 7, B–E); TotM (Figure 9B); and Diedel (Figure 9D). Like AttC, these data paradoxically indicate that DiptB, Dro, and Mtk both inhibit and promote mortality. On the other hand, these data indicate that Drs, TotM, and Diedel only inhibit mortality. Expression of Drs, TotM, and Diedel decreased with age and diet, while mortality increased with age and diet. Thus, a subset of innate immune response genes might inhibit secondary injuries that cause mortality.

**Figure 7:**
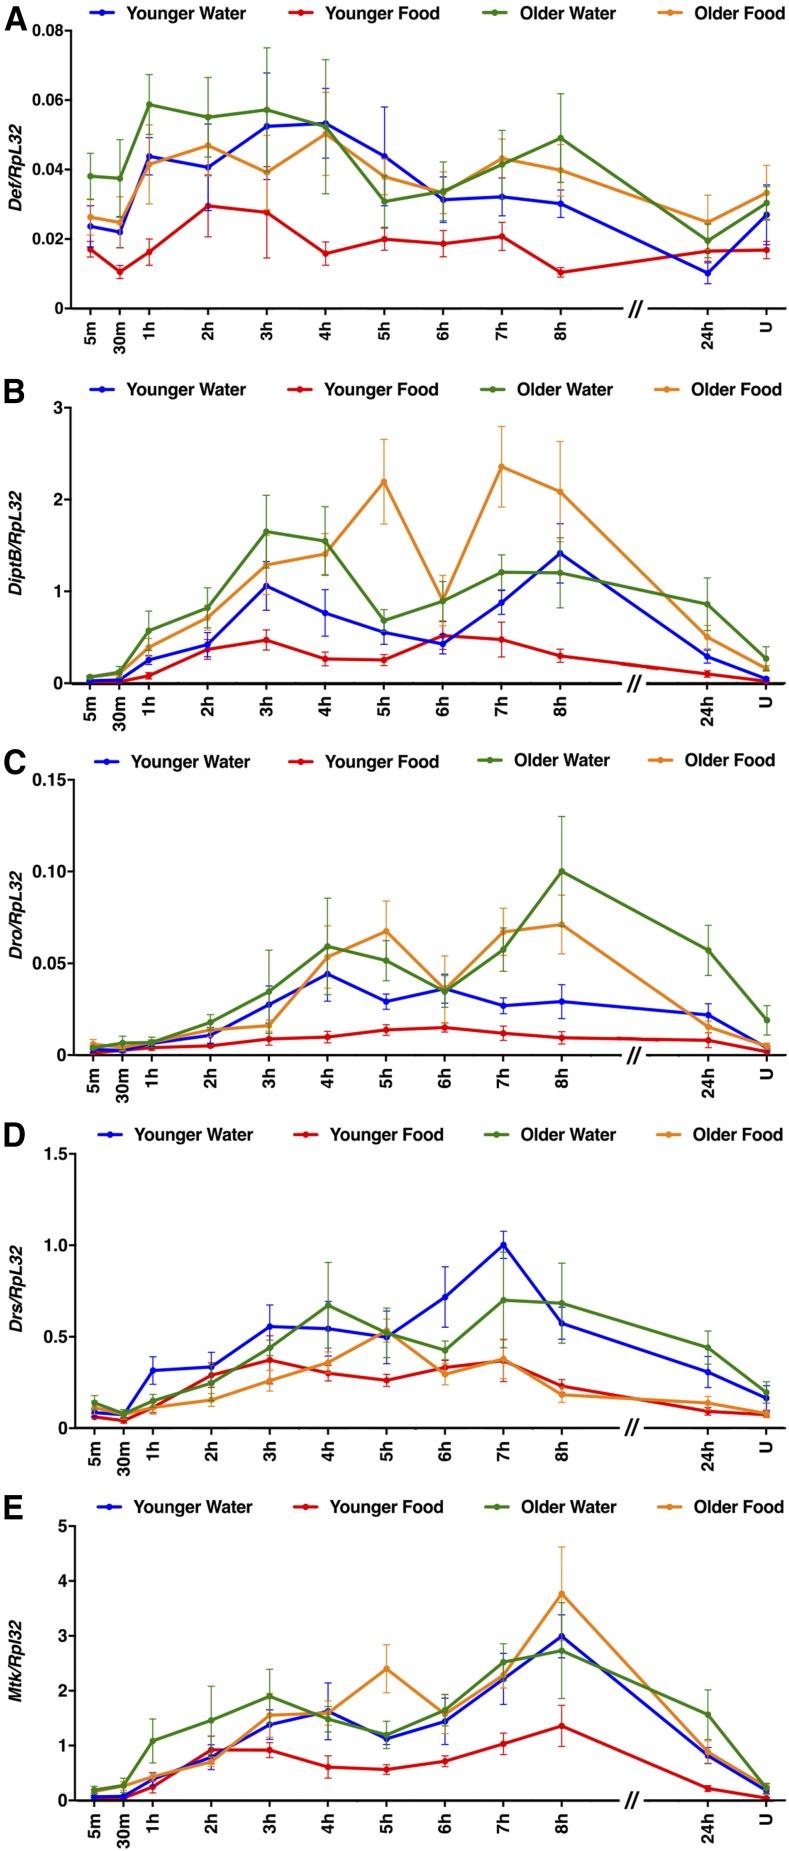
Age and diet affected expression of some AMP family genes following primary injuries. (A–E) Expression of the indicated genes relative to RpL32 following the standard injury protocol in *w^1118^* flies under the indicated conditions. Note that *y*-axis scales are different among graphs and that the *x*-axis is not to scale between 8 and 24 hr. U indicates uninjured flies at the 24 hr time point. Each data point is the average and SEM of at least three biological replicates.

**Figure 8:**
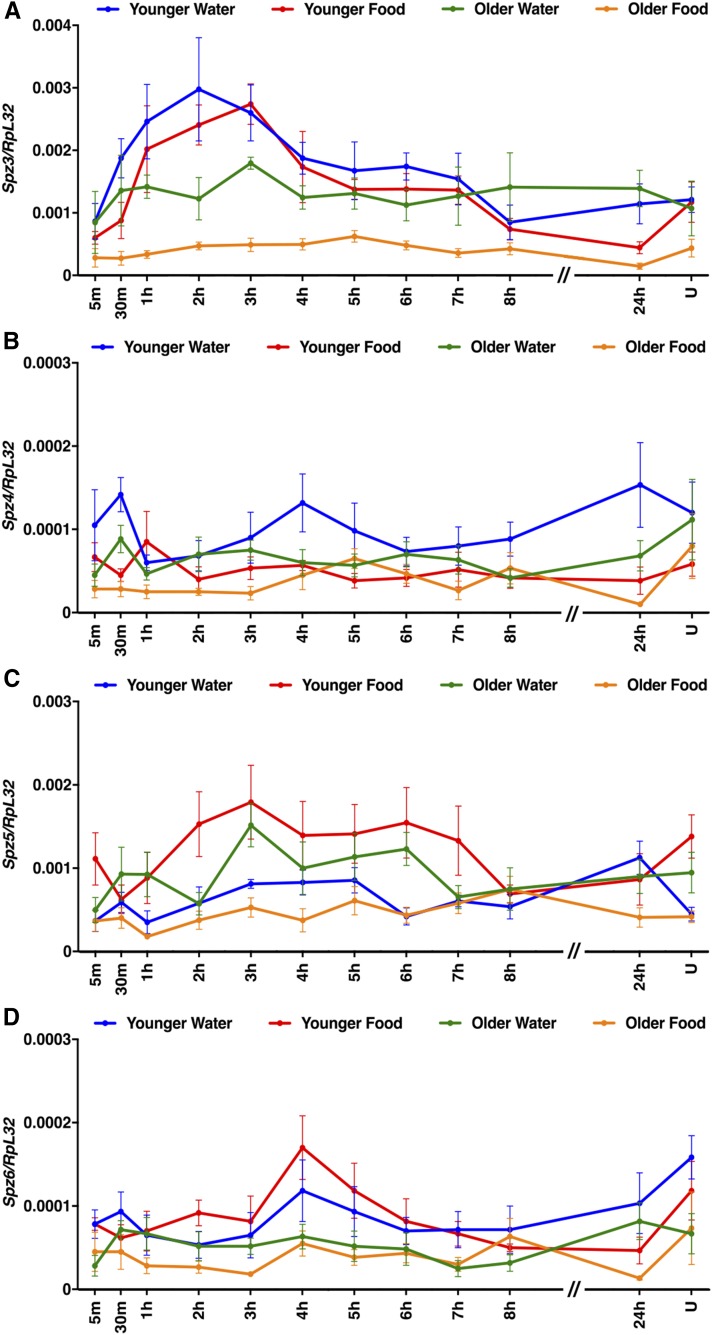
Age and diet affected expression of some Spz family genes following primary injuries. (A–D) Expression of the indicated genes relative to RpL32 following the standard injury protocol in *w^1118^* flies under the indicated conditions. Note that *y*-axis scales are different among graphs and that the *x*-axis is not to scale between 8 and 24 hr. U indicates uninjured flies at the 24 hr time point. Each data point is the average and SEM of at least three biological replicates.

**Figure 9:**
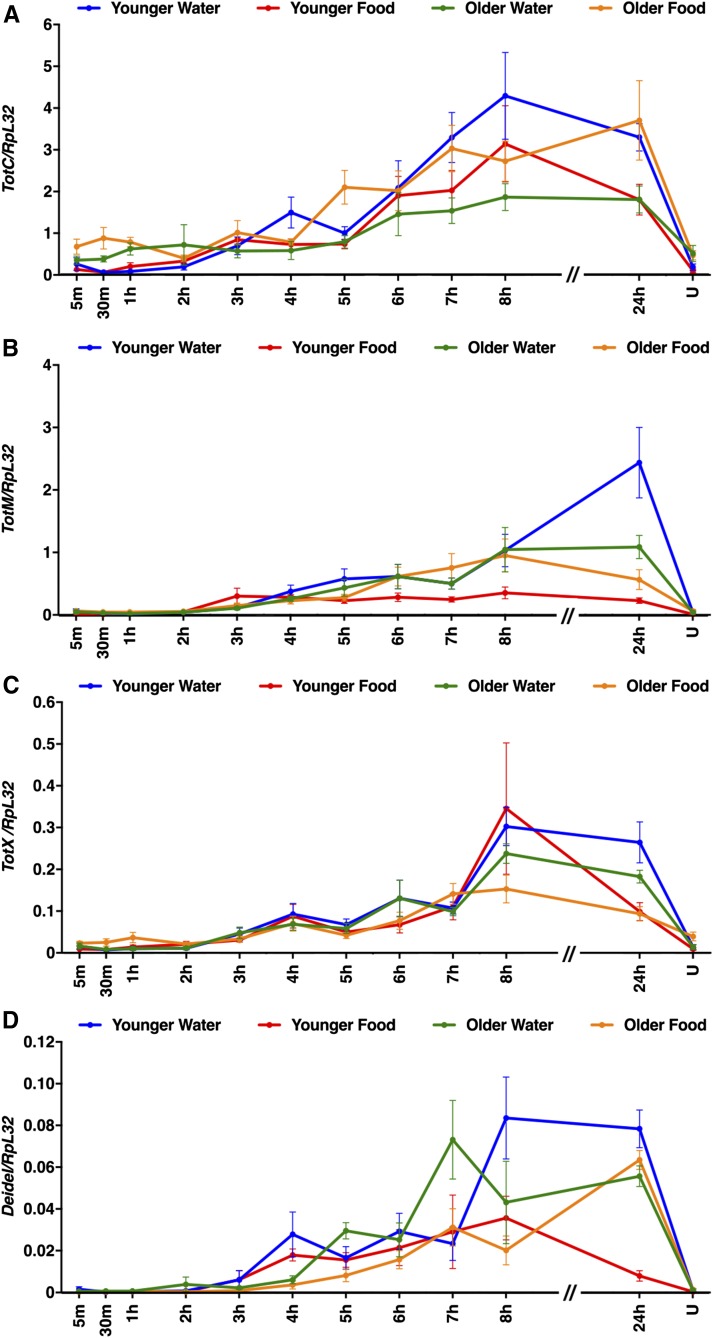
Age and diet affected expression of Tot family genes and Diedel following primary injuries. (A–D) Expression of the indicated genes relative to RpL32 following the standard injury protocol in *w^1118^* flies under the indicated conditions. Note that *y*-axis scales are different among graphs and that the *x*-axis is not to scale between 8 and 24 hr. U indicates uninjured flies at the 24 hr time point. Each data point is the average and SEM of at least three biological replicates.

**Figure 10:**
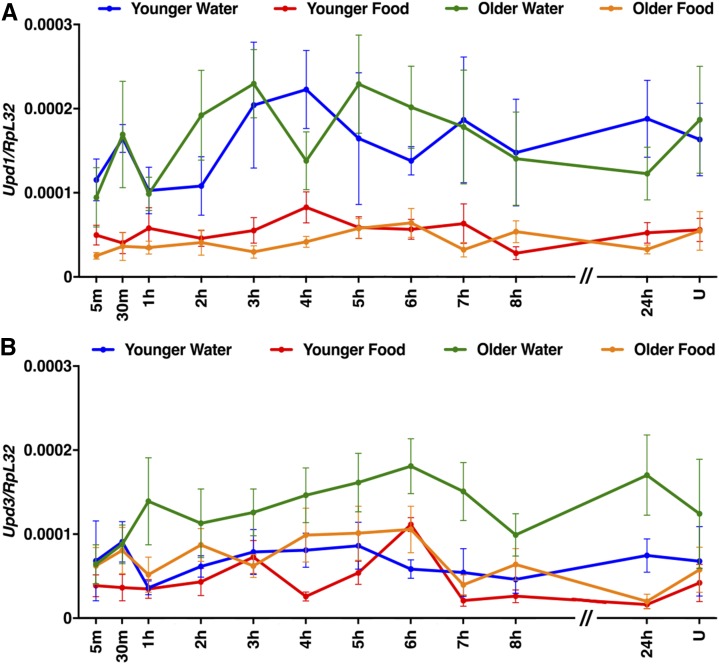
Age and diet did not affect expression of Upd family genes following primary injuries. (A and B) Expression of the indicated genes relative to RpL32 following the standard injury protocol in *w^1118^* flies under the indicated conditions. Note that the *x*-axis is not to scale between 8 and 24 hr. U indicates uninjured flies at the 24 hr time point. Each data point is the average and SEM of at least three biological replicates.

## Discussion

We used a fly model to investigate why TBI causes acute mortality. In humans and flies, the probability of mortality following TBI is associated with age and blood/hemolymph glucose level, which is influenced by diet (Susman *et al.* 2002; Hukkelhoven *et al.* 2003; Griesdale *et al.* 2009; Dhandapani *et al.* 2012; Katzenberger *et al.* 2013, 2015a; Wang *et al.* 2013; Borsage *et al.* 2015; Chong *et al.* 2015). Furthermore, studies of repetitive primary injuries in mammals and flies indicate that the time between primary injuries can affect the probability of mortality (Kanayama *et al.* 1996; Friess *et al.* 2009; Meehan *et al.* 2012; Huang *et al.* 2013; Weil *et al.* 2014; Bolton Hall *et al.* 2016) (Figure 1 and Figure 3). Thus, evolutionarily conserved age-, diet-, and interinjury interval-regulated mechanisms appear to promote secondary injuries that cause mortality. Our data address the timing of secondary injuries that cause mortality (Figure 1 and Figure 2), the genetic control of age-, diet-, and interinjury interval-regulated secondary injuries that cause mortality (Figure 3, Table 1, and Table S1), and gene expression changes associated with age- and diet-regulated secondary injuries that cause mortality (Figure 4, Figure 5, Figure 6, Figure 7, Figure 8, Figure 9, Figure 10, Table 2, Table 3, Table S2, and Table S3).

### Secondary injuries that cause mortality do not immediately follow primary injuries and are transient

Our data suggest that there is a lag period between primary and secondary injuries. The earliest change in expression of innate immune response genes after primary injuries occurred at 30 min for Upd2 (Figure 6, Figure 7, Figure 8, Figure 9, and Figure 10). Similarly, interinjury intervals of up to 1 hr did not affect the MI_24_ (Katzenberger *et al.* 2013), and changing the postprimary injury diet from water to food (or vice versa) for 1 hr did not affect the MI_24_ (Figure 2). Finally, we previously found that >98% of flies incapacitated by a single strike from the HIT device recovered mobility within 5 min, indicating that secondary injuries that cause mortality do not immediately follow primary injuries (Katzenberger *et al.* 2015a). Our data also suggest that secondary injuries are short-lived. Effects of interinjury interval on mortality were resolved 24–48 hr after primary injuries (Figure 1, C and D), effects of diet on mortality plateaued 5–7 hr after primary injuries (Figure 2), and expression of some innate immune response genes returned to basal levels 8 hr after primary injuries (Figure 6, Figure 7, Figure 8, Figure 9, and Figure 10). Moreover, mortality declined dramatically 24 hr after primary injuries (Figure 1, A and B). Previously, we found that the increase in glucose level in the hemolymph following primary injuries has similar kinetics, with a lag phase of 1–2 hr, a peak at 4–7 hr, and a return to basal levels at 8–16 hr (Katzenberger *et al.* 2015a). These data provide a temporal framework to identify biological processes underlying secondary injuries that cause acute mortality in flies.

### Genotype and diet affect the functional relationship between interinjury interval and mortality

Studies of TBI in mammals have shown that repetitive primary injuries produce worse outcomes than single injuries, and that increasing recovery time between repetitive injuries improves outcomes (Kanayama *et al.* 1996; Friess *et al.* 2009; Meehan *et al.* 2012; Huang *et al.* 2013; Weil *et al.* 2014; Bolton Hall *et al.* 2016). Our studies in flies support and extend these findings. First, we found that mortality following primary injuries occurred least frequently with either a short interinjury interval (*i.e.*, 5 min–1 hr) or a long interinjury interval (*i.e.*, 24–48 hr) (Figure 1) (Katzenberger *et al.* 2013). Lower mortality with a short interinjury interval has not been described for mammalian TBI models, possibly because sufficiently short interinjury intervals have not been tested; however, other outcomes are less severe with short interinjury intervals. For example, Huang *et al.* (2013) showed in a rat TBI model that hemorrhagic lesion volume and other outcomes are less severe with interinjury intervals of 1 or 7 d compared with 3 d. Second, we found that changing the interinjury interval did not affect mortality for most fly lines; 81% (25 of 31) of fly lines had the same MI_24_ with interinjury intervals of 5 min compared with 2 hr, regardless of age and diet conditions (Figure 3 and Table 1). In contrast, all studies of interinjury interval in mammals report an effect on outcomes, possibly because mortality and multiple strains have not been extensively tested. Third, we found that some fly lines had a lower MI_24_ with an interinjury interval of 2 hr compared with 5 min, suggesting that ongoing secondary injuries provide a conditioning effect; that is, secondary injuries condition the brain such that a subsequent injury has a reduced effect. A potentially related conditioning effect has been reported in a rat TBI model. Allen *et al.* (2000) showed that motor deficits are less severe in rats that receive a severe injury after a mild injury compared with only a severe injury. Lastly, we found that the interinjury interval affected the MI_24_ when flies were fed food but not water, indicating that food ingested after primary injuries is required for interinjury interval to have an effect on the MI_24_ (Table 1). Once again, analogous experiments have not yet been performed in mammals. Given the potential importance of the relationship between interinjury interval and outcomes in sports where athletes can sustain multiple primary injuries in a short period of time, these data in flies suggest that effects of genotype and diet should be explored in mammalian studies of interinjury interval (Bailes *et al.* 2014).

### Genetically distinct but functionally related mechanisms underlie age- and diet-regulated secondary injuries that cause mortality

We found that age at the time of primary injuries and diet afterward affected the MI_24_ to different extents in different fly lines (Figure 3 and Table 1). The MI_24_ of some fly lines was not affected by either age or diet, whereas the MI_24_ of other fly lines was affected many-fold by both age and diet. These data indicate that genetic variation is a major contributing factor to age- and diet-regulated secondary injuries that cause mortality, and that age- and diet-regulated mechanisms are genetically separable, although they may involve some of the same components. In support of these conclusions, sequence variation in several genes, including the cytokine IL-6, is associated with mortality in severe TBI patients, and sequence variation in the gene encoding Brain-derived neurotrophic factor interacts with age to influence mortality (Dardiotis *et al.* 2010; Dalla Libera *et al.* 2011; Garringer *et al.* 2013; Sperry *et al.* 2014; Failla *et al.* 2015, 2016). Links between genetic variation, diet, and mortality following primary injuries have not yet been reported in humans. However, diet has been linked to mortality. Meta-analysis of the timing of nutritional support shows that early nutrition following primary injuries reduces mortality compared with delayed nutrition (Wang *et al.* 2013). This finding contradicts the negative effect of early nutrition on mortality in flies (Figure 2), but the contradiction may be explained by different definitions of early nutrition, which was immediately after primary injuries in flies but often hours later in studies included in the meta-analysis. Thus, genetic control of aging processes and the response to diet appear to be a key determinants of heterogeneity in TBI outcomes.

We also found that age- and diet-regulated mechanisms function synergistically to promote secondary injuries that cause mortality (Figure 3 and Table 1). This finding suggests that mortality is determined by metabolic processes whose activity changes with age. A candidate metabolic process is ketosis, in which energy is provided by ketones rather than glucose (Prins and Matsumoto 2014). Fasting, which upregulates ketosis, is neuroprotective in a rat TBI model (Davis *et al.* 2008). Furthermore, Prins *et al.* (2005) found that rats fed a ketogenic diet immediately after primary injuries have reduced contusion volume relative to rats fed a standard diet, but the protective effect of the ketogenic diet only occurs in younger but not older rats. In the fly TBI model, fasting (*i.e.*, the water condition) may inhibit mortality by initiating use of ketones over glucose as an energy source. The inhibitory effect of fasting may be reduced in older compared with younger flies because of reduced capacity of older flies to convert to a ketone-metabolizing state, as is seen in a rat TBI model (Deng-Bryant *et al.* 2011). Moving forward, the genetic capabilities of flies make it possible to identify genes required for age- and diet-regulated mechanisms, as well as to determine the role of ketosis in secondary injuries that cause mortality.

### Expression of specific innate immune response genes may inhibit secondary injuries that cause mortality

We identified genome-wide changes in gene expression caused by mechanical injuries to adult flies from the HIT device. These data serve as a starting point for deciphering the cellular and molecular events triggered by mechanical injuries. The relevance of identified changes in gene expression to TBI is open to discussion because primary injuries from the HIT device are probably not limited to the brain. Thus, it is not possible to conclusively attribute changes in genes expression and mortality to primary injuries to the brain. Furthermore, because the gene expression studies were performed on whole flies, it is not known what cells and tissues are responsible for the changes in gene expression. Nevertheless, the observed effects on gene expression and mortality are consistent with brain injuries, as indicated by the documented phenotypic similarities between HIT device-injured flies and brain-injured rodents and humans. Furthermore, we previously reported that injuries from the HIT device activate expression of AMP genes in fly heads, and that injuries exclusively to the fly head are sufficient to cause mortality (Katzenberger *et al.* 2013, 2015a).

As has been shown in other systems, including rodent TBI models, we found that mechanical injuries elicited complex activation of the innate immune response in flies (Natale *et al.* 2003; Redell *et al.* 2013; White *et al.* 2013; Wong *et al.* 2016). In flies, complex activation of the innate immune response is demonstrated by the large number of genes that changed expression; expression of gene targets of multiple pathways, including the Toll, Imd, JAK-STAT, JNK, and Mekk1 pathways; expression of both positive and negative regulators of pathways; and different magnitudes and temporal patterns of gene expression (Figure 4, Figure 5, Figure 6, Figure 7, Figure 8, Figure 9, and Figure 10). Our data suggest that hidden within this complexity are a subset of genes that are relevant to mortality. For example, AMP genes fell into three classes: Def did not change expression under any condition; AttC, DiptB, Dro, and Mtk changed expression under all conditions and had increased expression with age and decreased expression with diet; and Drs changed expression under all conditions and had decreased expression with both age and diet (Figure 6 and Table 2). Thus, Drs was unique among AMP genes in having age- and diet-regulated expression that negatively correlated with the MI_24_. 

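In the authors' deposited tables, *Def* had a log2 fold change of 1.97 in younger water, which passed both thresholds (FDR 0.037), and did not pass in the other conditions, where it was -0.23, 0.59 and 0.37 in younger food, older water and older food. *AttC*, *DptB* and *Dro* had larger fold changes in older than in younger water, with log2 values of 3.71 against 3.01, 3.55 against 2.61 and 2.83 against 2.80 in the authors' deposited tables, none of them a difference beyond its error (adjusted p = 0.789, 0.647 and 0.998). On food the effect was larger in older flies for *AttC* (difference in log2 fold change -0.713, adjusted p = 0.00756) and *DptB* (-0.721, adjusted p = 0.0464) and did not differ for *Dro* (adjusted p = 0.977). *Mtk* had log2 fold changes of 2.61 in younger water, 2.62 in younger food, 2.04 in older water and 2.38 in older food in the authors' deposited tables. *Drs* had log2 fold changes of 3.35, 2.57, 2.00 and 2.50 in the same order in the authors' deposited tables. The effect on *Drs* was larger in younger than in older water by 1.36 on the log2 scale, with an unadjusted p of 0.00526 that did not pass after adjustment over all genes (adjusted p = 0.245) and passed when adjusted over the list alone (0.0145). It was larger in older food than in older water, with an unadjusted p of 0.0318, 0.0499 adjusted over the list alone and 0.227 over all genes. Between younger water and younger food (unadjusted p = 0.0824) and between younger and older food (0.688) no difference in *Drs* passed by any of these. The list is that of the 11 AMP genes of Table 2, chosen on these libraries, so its adjustment is not independent evidence. These values are fold changes after injury, whereas Figure 6 for *AttC* and Figure 7 for the others show levels by RT-qPCR, which were not analysed here.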

The lack of correlation between expression of AttC, DiptB, and Mtk and the MI_24_ is consistent with our previous finding that reduced expression of these genes in bacteria-free flies does not affect the MI_24_ (Katzenberger *et al.* 2015a). These data raise important questions: by what mechanisms do age and diet control transcription of Drs differently than other AMP genes and how might Drs function differently than other AMPs to inhibit mortality? The transcription mechanism is likely to involve the Toll pathway because Drs is predominantly regulated by the Toll pathway, as are secreted peptide-encoding genes in the Bom family that, like Drs, had age- and diet-regulated expression that negatively correlated with the MI_24_ (Lemaitre and Hoffmann 2007; Clemmons *et al.* 2015) (Table 2). 

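The 6 Bom genes of Table 2 had median log2 fold changes of 2.63 in younger water, 1.87 in younger food, 1.46 in older water and 1.93 in older food in the authors' deposited tables. All 6 had a larger fold change in younger water than in younger food and than in older water. In older flies the order of the diets was the opposite for 5 of the 6, which had a larger fold change on food. After adjustment over all genes, 0 of the 6 differed between younger and older water, against 4 adjusted over the list alone, and 0 differed between younger water and younger food by either adjustment. At an unadjusted p under 0.05 the numbers were 4 and 5. In older flies *IM23* alone differed between food at 4 hr and water at 2 hr after adjustment over all genes, with the larger effect on food (adjusted p = 0.0419). Adjusted over the list alone, 2 of the 6 did, both with the larger effect on food. *IM1*, as an example, differed between younger and older water by 1.37 on the log2 scale (adjusted p = 0.126).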

The Drs-specific function may be related its ability to inactivate a voltage-gated sodium channel, since blocking upregulation of a sodium channel improves outcomes in a rat TBI model (Cohen *et al.* 2009; Huang *et al.* 2014).

Here, we have focused on innate immune response genes, but the RNA-seq experiments uncovered many other genes that could play important roles in secondary injuries that cause mortality. Included were genes involved in energy metabolism, oxidative stress, cell-cycle regulation, and protein homeostasis. 

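Among genes outside the innate immune response, the heat shock genes, a list of 15 set before the data were examined, gave 11 up-regulated members in older water, 8 in older food, 3 in younger water and 0 in younger food in the authors' deposited tables. Table S2, which had been read before the list was written, names 11 of the 15, so these counts are not independent evidence. In younger food 3 members rose and 1 fell at an unadjusted p under 0.05, without passing the fold-change minimum. *Hsp26* had log2 fold changes of 0.66 in younger water, 0.28 in younger food, 3.33 in older water and 1.21 in older food in the authors' deposited tables. Its effect differed between younger and older water (adjusted p = 2.5e-33). The *Hsp70* genes are near-identical copies whose reads the counting could split, and *Hsp70Bb* and *Hsp70Bbb* have the same fold change in every table.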

Future genetic and molecular studies are needed to determine whether any of these changes in expression are necessary or sufficient to cause acute or chronic TBI outcomes.

## Supplementary Material

Supplemental Material

## References

[bib1] AgaisseH.PerrimonN., 2004 The roles of JAK/STAT signaling in *Drosophila* immune responses. Immunol. Rev. 198: 72–82.1519995510.1111/j.0105-2896.2004.0133.x

[bib2] AllenG. V.GeramiD.EsserM. J., 2000 Conditioning effects of repetitive mild neurotrauma on motor function in an animal model of focal brain injury. Neuroscience 99: 93–105.1092495510.1016/s0306-4522(00)00185-8

[bib3] AlluriH.Wiggins-DohlvikK.DavisM. L.HuangJ. H.TharakanB., 2015 Blood-brain barrier dysfunction following traumatic brain injury. Metab. Brain Dis. 30: 1093–1104.2562415410.1007/s11011-015-9651-7

[bib4] AoJ.LingE.YuX. Q., 2007 *Drosophila* C-type lectins enhance cellular encapsulation. Mol. Immunol. 44: 2541–2548.1728702110.1016/j.molimm.2006.12.024PMC1876673

[bib5] BailesJ. E.DashnawM. L.PetragliaA. L.TurnerR. C., 2014 Cumulative effects of repetitive traumatic brain injury. Prog. Neurol. Surg. 28: 50–62.2492339210.1159/000358765

[bib6] BansalV.ConstantiniT.KrollL.PetersonC.LoomisW., 2009 Traumatic brain injury and intestinal dysfunction: uncovering the neuro-enteric axis. J. Neurotrauma 26: 1353–1359.1934429310.1089/neu.2008.0858PMC2989839

[bib7] BierE.GuichardA., 2012 Deconstructing host-pathogen interactions in *Drosophila*. Dis. Model. Mech. 5: 48–61.2197994210.1242/dmm.000406PMC3255543

[bib8] Bolton HallA. N.JosephB.BrelsfoardJ. M.SaatmanK. E., 2016 Repeated closed head injury in mice results in sustained motor and memory deficits and chronic cellular changes. PLoS One 11: e0159442.2742796110.1371/journal.pone.0159442PMC4948770

[bib9] BosargeP. L.ShoultzT. H.GriffinR. L.KerbyJ. D., 2015 Stress-induced hyperglycemia is associated with higher mortality in severe traumatic brain injury. J. Trauma Acute Care Surg. 79: 289–294.2621869910.1097/TA.0000000000000716

[bib10] BrooksJ. C.StaussD. J.ShavelleR. M.PaculdoD. R.HammondF. M., 2013 Long-term disability and survival in traumatic brain injury: results from the National Institute on Disability and Rehabilitation Research model systems. Arch. Phys. Med. Rehabil. 94: 2203–2209.2387207910.1016/j.apmr.2013.07.005

[bib11] BrunS.VidalS.SpellmanP.TakahashiK.TricoireH., 2006 The MAPKKK Mekk1 regulates the expression of Turandot stress genes in response to septic injury in *Drosophila*. Genes Cells 11: 397–407.1661124310.1111/j.1365-2443.2006.00953.x

[bib12] ChakrabartiS.PoidevinM.LemaitreB., 2014 The *Drosophila* MAPK p38c regulates oxidative stress and lipid homeostasis in the intestine. PLoS Genet. 10: e1004659.2525464110.1371/journal.pgen.1004659PMC4177744

[bib13] ChakrabartiS.DudzicJ. P.LiX.CollasE. J.BoqueteJ.-P., 2016 Remote control of intestinal stem cell activity by haemocytes in *Drosophila*. PLoS Genet. 12: e1006089.2723187210.1371/journal.pgen.1006089PMC4883764

[bib14] ChongS. L.HarjantoS.TestoniD.NgZ. M.LowC. Y., 2015 Early hyperglycemia in pediatric traumatic brain injury predicts for mortality, prolonged duration of mechanical ventilation, and intensive care stay. Int. J. Endocrinol. 215: 719476.10.1155/2015/719476PMC444647826074963

[bib15] ClemmonsA. W.LindsayS. A.WassermanS. A., 2015 An effector peptide family required for *Drosophila* Toll-mediated immunity. PLoS Pathog. 11: e1004876.2591541810.1371/journal.ppat.1004876PMC4411088

[bib16] CohenL.MoranY.SharonA.SegalD.GordonD., 2009 Drosomycin, an innate immunity peptide of *Drosophila melanogaster*, interacts with the fly voltage-gated sodium channel. J. Biol. Chem. 284: 23558–23563.1957422710.1074/jbc.M109.023358PMC2749130

[bib17] Dalla LiberaA. L.RegnerA.de PaoliJ.CenteraroL.MartinsT. T., 2011 IL-6 polymorphisms associated with fatal outcome in patients with severe traumatic brain injury. Brain Inj. 25: 365–369.2131427510.3109/02699052.2011.556107

[bib18] DardiotisE.FountasK. N.DardiotiM.XiromerisiouG.KapsalakiE., 2010 Genetic association studies in patients with traumatic brain injury. Neurosurg. Focus 28: E9.10.3171/2009.10.FOCUS0921520043724

[bib19] DavisL. M.PaulyJ. R.ReadnowerR. D.RhoJ. M.SullivanP. G., 2008 Fasting is neuroprotective following traumatic brain injury. J. Neurosci. Res. 86: 1812–1822.1824105310.1002/jnr.21628

[bib20] De GregorioE.SpellmanP. T.RubinG. M.LemaitreB., 2001 Genome-wide analysis of the *Drosophila* immune response by using oligonucleotide microarrays. Proc. Natl. Acad. Sci. USA 98: 12590–12595.1160674610.1073/pnas.221458698PMC60098

[bib21] De GregorioE.SpellmanP. T.TzouP.RubinG. M.LemaitreB., 2002 The Toll and Imd pathways are major regulators of the immune response in *Drosophila*. EMBO J. 21: 2568–2579.1203207010.1093/emboj/21.11.2568PMC126042

[bib22] Deng-BryantY.PrinsM. L.HovdaD. A.HarrisN. G., 2011 Ketogenic diet prevents alternations in brain metabolism in young but not adult rats after traumatic brain injury. J. Neurotrauma 28: 1813–1825.2163517510.1089/neu.2011.1822PMC3172875

[bib23] DhandapaniS.ManjuD.SharmaB.MahapatraA., 2012 Prognostic significance of age in traumatic brain injury. J. Neurosci. Rural Pract. 3: 131–135.2286596110.4103/0976-3147.98208PMC3409980

[bib24] DjordjevicJ.SabbirM. G.AlbensiB. C., 2016 Traumatic brain injury as a risk factor for Alzheimer’s disease: is inflammatory signaling a key player? Curr. Alzheimer Res. 13: 730–738.2689958110.2174/1567205013666160222110320

[bib25] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC., 2013 STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[bib26] EkengrenS.HultmarkD., 2001 A family of Turandot-related genes in the humoral stress response of *Drosophila*. Biochem. Biophys. Res. Commun. 284: 998–1003.1140989410.1006/bbrc.2001.5067

[bib27] FaillaM. D.KumarR. G.PeitzmanA. B.ConleyY. P.FerrellR. E., 2015 Variation in the BDNF gene interacts with age to predict mortality in a prospective, longitudinal cohort with severe TBI. Neurorehabil. Neural Repair 29: 234–246.2506368610.1177/1545968314542617PMC4305354

[bib28] FaillaM. D.ConleyY. P.WagnerA. K., 2016 Brain-derived neurotrophic factor (BDNF) in traumatic brain injury-related mortality: interrelationships between genetics and acute system and central nervous system BDNF profiles. Neurorehabil. Neural Repair 30: 83–93.2597919610.1177/1545968315586465PMC4644728

[bib29] FeigheryL.SmythA.KeelyS.BairdA. W.O’ConnorW. T., 2008 Increased intestinal permeability in rats subjected to traumatic frontal lobe percussion brain injury. J. Trauma 64: 131–138.1818811110.1097/TA.0b013e3181568d9f

[bib30] FerrandonD.ImlerJ. L.HetruC.HoffmannJ. A., 2007 The *Drosophila* systemic immune response: sensing and signaling during bacterial and fungal infections. Nat. Rev. Immunol. 7: 862–874.1794801910.1038/nri2194

[bib31] FriessS. H.IchordR. N.RalstonJ.RyallK.HalfaerM. A., 2009 Repeated traumatic brain injury affects composite cognitive function in piglets. J. Neurotrauma 26: 1111–1121.1927546810.1089/neu.2008.0845PMC2848948

[bib32] GadaniS. P.WalshJ. T.LukensJ. R.KipnisJ., 2015 Dealing with danger in the CNS: the response of the immune system to injury. Neuron 87: 47–62.2613936910.1016/j.neuron.2015.05.019PMC4491143

[bib33] GarringerJ. A.NiyonkuruC.McCulloughE. H.LoucksT.DixonC. E., 2013 Impact of aromatase genetic variation on hormone levels and global outcome after severe TBI. J. Neurotrauma 30: 1415–1425.2354039210.1089/neu.2012.2565PMC3741419

[bib34] GriesdaleD. E.TremblayM. H.McEwenJ.ChittockD. R., 2009 Glucose control and mortality in patients with severe traumatic brain injury. Neurocrit. Care 11: 311–316.1963697210.1007/s12028-009-9249-1

[bib35] HeimanA.PallottieA.HearyR. F.ElkabesS., 2014 Toll-like receptors in central nervous system injury and disease: a focus on the spinal cord. Brain Behav. Immun. 42: 232–245.2506370810.1016/j.bbi.2014.06.203

[bib36] HellewellS. C.Morganti-KossmannM. C., 2012 Guilty molecules, guilty mind? The conflicting roles of the innate immune response to traumatic brain injury. Mediators Inflamm. 2012: 356494.2270127310.1155/2012/356494PMC3373171

[bib37] HosseiniP.TremblayA.MatthewsB. F.AlkharoufN. W., 2010 An efficient annotation and gene-expression derivation toll for Illumina Solexa datasets. BMC Res. Notes 3: 183.2059814110.1186/1756-0500-3-183PMC2908109

[bib38] HuY. C.SunQ.LiW.ZhangD. D.MaB., 2014 Biphasic activation of nuclear factor kappa B and expression of p65 and c-Rel after traumatic brain injury in rats. Inflamm. Res. 63: 109–115.2414606710.1007/s00011-013-0677-1

[bib39] HuangL.CoatJ. S.Mohd-YusofA.YinY.AssaadS., 2013 Tissue vulnerability is increased following repetitive mild traumatic brain injury in the rat. Brain Res. 1499: 109–120.2327649510.1016/j.brainres.2012.12.038

[bib40] HuangX. J.LiW. P.LinY.FengJ. F.JiaF. F., 2014 Blockage of the upregulation of voltage-gated sodium channel nav1.3 improves outcomes after experimental traumatic brain injury. J. Neurotrauma 31: 346–357.2431329110.1089/neu.2013.2899PMC3922240

[bib41] HukkelhovenC. W.SteinbergE. W.RampenA. J.FaraceE.HabbemaJ. D., 2003 Patient age and outcome following severe traumatic brain injury: an analysis of 5600 patients. J. Neurosurg. 99: 666–673.1456760110.3171/jns.2003.99.4.0666

[bib42] JiangH.LeiR.DingS. W.ZhuS., 2014 Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinformatics 15: 182.2492568010.1186/1471-2105-15-182PMC4074385

[bib43] KanayamaG.TakedaM.NiigawaH.IkuraY.TamiiH., 1996 The effects of repetitive mild brain injury on cytoskeletal protein and behavior. Methods Find. Exp. Clin. Pharmacol. 18: 105–115.8740242

[bib44] KatzenbergerR. J.LoewenC. A.WassarmanD. R.PetersenA. J.GanetzkyB., 2013 A *Drosophila* model of closed head traumatic brain injury. Proc. Natl. Acad. Sci. USA 110: E4152–E4159.2412758410.1073/pnas.1316895110PMC3816429

[bib45] KatzenbergerR. J.ChtarbanovaS.RimkusS. A.FischerJ. A.KaurG., 2015a Death following traumatic brain injury in *Drosophila* is associated with intestinal barrier dysfunction. eLife 4: 04790.10.7554/eLife.04790PMC437754725742603

[bib46] KatzenbergerR. J.LoewenC. A.BockstruckR. T.WoodsM. A.GanetzkyB., 2015b A method to inflict closed head traumatic brain injury in *Drosophila*. J. Vis. Exp. 100: e52905.10.3791/52905PMC454499726168076

[bib47] KatzenbergerR. J.GanetzkyB.WassarmanD. A., 2015c The gut reaction to traumatic brain injury. Fly (Austin) 9: 68–74.2629148210.1080/19336934.2015.1085623PMC5019014

[bib48] KrishnamurthyK.LaskowitzD. T., 2016 Cellular and molecular mechanisms of secondary neuronal injury following traumatic brain injury, chapter 5, in Translational Research in Traumatic Brain Injury, edited by LaskowitzD.GrantG. CRC Press/Taylor and Francis Group, Boca Raton.26583177

[bib49] KurataS., 2014 Peptidoglycan recognition proteins in *Drosophila* immunity. Dev. Comp. Immunol. 42: 36–41.2379679110.1016/j.dci.2013.06.006PMC3808481

[bib50] LamiableO.KellenbergerC.KempC.TroxlerL.PelteN., 2016 Cytokine Diedel and a viral homologue suppress the IMD pathway in *Drosophila*. Proc. Natl. Acad. Sci. USA 113: 698–703.2673956010.1073/pnas.1516122113PMC4725508

[bib51] LemaitreB.HoffmannJ., 2007 The host defense of *Drosophila melanogaster*. Annu. Rev. Immunol. 25: 697–743.1720168010.1146/annurev.immunol.25.022106.141615

[bib52] LemaitreB.ReichhartJ. M.HoffmannJ. A., 1997 *Drosophila* host defense: differential induction of antimicrobial peptide genes after infection by various classes of microorganisms. Proc. Natl. Acad. Sci. USA 94: 14614–14619.940566110.1073/pnas.94.26.14614PMC25070

[bib53] LiB.DeweyC. N., 2011 RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12: 323.2181604010.1186/1471-2105-12-323PMC3163565

[bib54] LuJ.GohS. J.TngP. Y.DengY. Y.LingE. A., 2009 Systemic inflammatory response following acute traumatic brain injury. Front. Biosci. 14: 3795–3813.10.2741/348919273311

[bib55] MackayT. F.RichardsS.StoneE. A.BarbadillaA.AyrolesJ. F., 2012 The *Drosophila melanogaster* genetic reference panel. Nature 482: 173–178.2231860110.1038/nature10811PMC3683990

[bib56] MaselB. E.DewittD. S., 2010 Traumatic brain injury: a disease process, not an event. J. Neurotrauma 27: 1529–1540.2050416110.1089/neu.2010.1358

[bib57] MeehanW. P.IIIZhangJ.MinnixR.WhalenM. J., 2012 Increasing recovery time between injuries improves cognitive outcome after repetitive mild concussive brain injuries in mice. Neurosurgery 71: 885–891.2274336010.1227/NEU.0b013e318265a439PMC5815628

[bib58] MychasiukR.HeharH.van WaesL.EsserM. J., 2015 Diet, age, and prior injury status differentially alter behavior outcomes following concussion in rats. Neurobiol. Dis. 73: 1–11.2527029510.1016/j.nbd.2014.09.003

[bib59] NataleJ. E.AhmedF.CernakI.StoicaB.FadenA. I., 2003 Gene expression profile changes are commonly modulated across models and species after traumatic brain injury. J. Neurotrauma 20: 907–927.1458810910.1089/089771503770195777

[bib60] Owusu-AnsahE.PerrimonN., 2015 Stress signaling between organs in metazoa. Annu. Rev. Cell Dev. Biol. 31: 497–522.2639377510.1146/annurev-cellbio-100814-125523

[bib61] PapaiG.WeilP. A.SchultzP., 2011 New insights into the function of transcription factor TFIID from recent structural studies. Curr. Opin. Genet. Dev. 21: 219–224.2142085110.1016/j.gde.2011.01.009PMC3081712

[bib62] PetersenA. J.RimkusS. A.WassarmanD. A., 2012 ATM kinase inhibition in glial cells activates the innate immune response and causes neurodegeneration in *Drosophila*. Proc. Natl. Acad. Sci. USA 109: E656–E664.2235513310.1073/pnas.1110470109PMC3306708

[bib63] PrinsM. L.MatsumotoJ. H., 2014 The collective therapeutic potential of cerebral ketone metabolism in traumatic brain injury. J. Lipid Res. 55: 2450–2457.2472174110.1194/jlr.R046706PMC4242438

[bib64] PrinsM. L.FujimaL. S.HovdaD. A., 2005 Age-dependent reduction of cortical contusion volume by ketones after traumatic brain injury. J. Neurosci. Res. 82: 413–420.1618022410.1002/jnr.20633

[bib65] RajanA.PerrimonN., 2012 *Drosophila* cytokine unpaired 2 regulated physiological homeostasis by remotely controlling insulin secretion. Cell 151: 123–137.2302122010.1016/j.cell.2012.08.019PMC3475207

[bib66] RedellJ. B.MooreA. N.GrillR. J.JohnsonD.ZhaoJ., 2013 Analysis of functional pathways altered after mild traumatic brain injury. J. Neurotrauma 30: 752–764.2291372910.1089/neu.2012.2437PMC3653386

[bib67] RivestS., 2009 Regulation of innate immune responses in the brain. Nat. Rev. Immunol. 9: 429–439.1946167310.1038/nri2565

[bib68] RobinsonM. D.McCarthyD. J.SmythG. K., 2010 edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[bib69] SmithD. H.JohnsonV. E.StewartW., 2013 Chronic neuropathologies of single and repetitive TBI: substrates of dementia? Nat. Rev. Neurol. 9: 211–221.2345897310.1038/nrneurol.2013.29PMC4513655

[bib70] SperryJ. L.ZolinS.ZuckerbraunB. S.VodovotzY.NamasR., 2014 X chromosome-linked IRAK-1 polymorphism is a strong predictor of multiple organ failure and mortality postinjury. Ann. Surg. 260: 698–703.2520388710.1097/SLA.0000000000000918PMC4159729

[bib71] StecW.VidalO.ZeidlerM. P., 2013 *Drosophila* SOCS36E negatively regulates JAK/STAT pathway signaling via two separable mechanisms. Mol. Biol. Cell 24: 3000–3009.2388511710.1091/mbc.E13-05-0275PMC3771960

[bib72] StocchettiN.ZanierE. R., 2016 Chronic impact of traumatic brain injury on outcome and quality of life: a narrative review. Crit. Care 20: 148.2732370810.1186/s13054-016-1318-1PMC4915181

[bib73] SusmanM.DiRussoS. M.SullivanT.RisucciD.NealonP., 2002 Traumatic brain injury in the elderly: increased mortality and worse functional outcome at discharge despite lower injury severity. J. Trauma 53: 219–223.1216992510.1097/00005373-200208000-00004

[bib74] WangH.-C.SunS. C.-F.ChenH.ChenM.-S.ShenG., 2014 Where are we in the modeling of traumatic brain injury? Models complicated by secondary brain insults. Brain Inj. 28: 1491–1503.2511145710.3109/02699052.2014.943288

[bib75] WangX.DongY.HanX.QiX. Q.HuangC. G., 2013 Nutritional support for patients sustaining traumatic brain injury: a systematic review and meta-analysis of prospective studies. PLoS One 8: e58838.2352703510.1371/journal.pone.0058838PMC3602547

[bib76] WeilZ. M.GaierK. R.KarelinaK., 2014 Injury timing alters metabolic, inflammatory and functional outcomes following repeated mild traumatic brain injury. Neurobiol. Dis. 70: 108–116.2498321010.1016/j.nbd.2014.06.016

[bib77] WhiteT. E.FordG. D.Surles-ZeigerM. C.GatesA. S.LaplacaM. C., 2013 Gene expression patterns following unilateral traumatic brain injury reveals a local pro-inflammatory and remote anti-inflammatory response. BMC Genomics 14: 282.2361724110.1186/1471-2164-14-282PMC3669032

[bib78] WongY. H.WuC. C.LaiJ. C.ChenK. Y.JhengB. R., 2016 Temporal genetic modifications after controlled cortical impact—understanding traumatic brain injury through a systematic network approach. Int. J. Mol. Sci. 17: 216.2686131110.3390/ijms17020216PMC4783948

[bib79] WoodcockT.Morganti-KossmannM. C., 2013 The role of markers of inflammation in traumatic brain injury. Front. Neurol. 4: 18.2345992910.3389/fneur.2013.00018PMC3586682

[bib80] Zaidman-RémyA.HervéM.PoidevinM.Pili-FlouryS.KimM. S., 2006 The *Drosophila* amidase PGRP-LB modulates the immune response to bacterial infection. Immunity 24: 463–473.1661860410.1016/j.immuni.2006.02.012

# Supplementary material for: Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila
**Source:** G3 (Bethesda). 2016 Oct 17;6(12):4151–66. doi: 10.1534/g3.116.036194
**Supplement:** Supplemental Material

Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila — Supplemental Material 

# Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in *Drosophila*

## Supplemental Material for Wassarman *et al.*, 2016

**Files in this Data Supplement:**

- Table S1 - *P*-values, one-tailed *t* test comparison of the MI24 between the indicated conditions for different fly lines. (.pdf, 46 KB)
- Table S2 - Genes up-regulated following primary injuries. (.pdf, 113 KB)
- Table S3 - Genes down-regulated following primary injuries. (.pdf, 57 KB)
- Table S4 - Analysis of absolute expression after primary injuries. (.pdf, 46 KB)
- Table S5 - Primers for RT-qPCR. (.pdf, 46 KB)

# Supplementary material for: Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila
**Source:** G3 (Bethesda). 2016 Oct 17;6(12):4151–66. doi: 10.1534/g3.116.036194
**Supplement:** Supplemental Material

**Table S1. *P*-values, one-tailed *t* test comparison of the  $MI_{24}$  between the indicated conditions for different fly lines\***

| Fly line   | Age: younger vs. older |         |         |         | Diet: water vs. food |         |         |         | Inter-injury interval: 5 min vs. 2 h |        |         |        |
|------------|------------------------|---------|---------|---------|----------------------|---------|---------|---------|--------------------------------------|--------|---------|--------|
|            | Water                  | Food    | Water   | Food    | Younger              | Older   | Younger | Older   | Younger                              | Older  | Younger | Older  |
|            | 5 min                  | 5 min   | 2 h     | 2 h     | 5 min                | 5 min   | 2 h     | 2 h     | Water                                | Water  | Food    | Food   |
| $w^{1118}$ | <0.0001                | <0.0001 | <0.0001 | <0.0001 | <0.0001              | 0.0010  | <0.0001 | <0.0001 | 0.3508                               | 0.4990 | 0.0034  | 0.0058 |
| RAL26      | 0.1963                 | 0.0061  | 0.3174  | 0.0035  | 0.0139               | 0.0021  | 0.0304  | 0.0020  | 0.7369                               | 0.5790 | 0.1900  | 0.3679 |
| RAL38      | 0.2031                 | 0.3538  | 0.3416  | 0.1803  | 0.0549               | 0.3929  | 0.0503  | 0.1373  | 0.7532                               | 0.7811 | 0.5653  | 0.7133 |
| RAL45      | 0.6320                 | 0.0049  | 0.0551  | 0.0781  | 0.2659               | 0.1177  | 0.1300  | 0.1247  | 0.3392                               | 0.2792 | 0.8977  | 0.3934 |
| RAL69      | 0.0002                 | 0.0012  | <0.0001 | 0.0004  | 0.0043               | 0.1018  | 0.0010  | <0.0001 | 0.5593                               | 0.1638 | 0.0184  | 0.0128 |
| RAL73      | 0.0834                 | 0.0028  | 0.1343  | 0.0256  | 0.1455               | 0.0533  | 0.0270  | 0.0904  | 0.4795                               | 0.7333 | 0.6931  | 0.8054 |
| RAL83      | 0.0330                 | 0.0090  | 0.0270  | 0.0225  | 0.0113               | 0.0028  | 0.0371  | 0.0152  | 0.7986                               | 0.7780 | 0.3506  | 0.3268 |
| RAL85      | 0.0155                 | 0.0300  | 0.3074  | 0.0034  | 0.0869               | 0.0043  | 0.0937  | 0.0078  | 0.1575                               | 0.3876 | 0.8500  | 0.2181 |
| RAL88      | 0.0153                 | 0.0081  | 0.0348  | 0.0848  | 0.0380               | 0.0103  | 0.5992  | 0.1154  | 0.1674                               | 0.9920 | 0.6244  | 0.8821 |
| RAL91      | 0.1075                 | 0.0451  | 0.2438  | 0.3528  | 0.0466               | 0.4041  | 0.0095  | 0.1183  | 0.8650                               | 0.2124 | 0.7307  | 0.3825 |
| RAL93      | 0.0143                 | 0.0002  | 0.0012  | 0.0144  | 0.0161               | 0.0478  | 0.0311  | 0.0969  | 0.0945                               | 0.8076 | 0.6663  | 0.8737 |
| RAL105     | 0.0363                 | 0.0020  | 0.0916  | 0.0135  | 0.0164               | 0.0270  | 0.0075  | 0.0193  | 0.6779                               | 0.5061 | 0.2041  | 0.3739 |
| RAL161     | 0.7708                 | 0.0176  | 0.0030  | 0.3417  | 0.1207               | 0.0012  | 0.0003  | 0.0663  | 0.2777                               | 0.2482 | 0.4552  | 0.4674 |
| RAL381     | 0.8773                 | 0.3571  | 0.6432  | 0.2828  | 0.1118               | 0.0260  | 0.2879  | 0.0190  | 0.8555                               | 0.8478 | 0.5097  | 0.3830 |
| RAL382     | 0.0289                 | 0.0018  | 0.3809  | 0.0469  | 0.0026               | 0.0030  | 0.6542  | 0.0857  | 0.0687                               | 0.9064 | 0.1397  | 0.5484 |
| RAL383     | 0.0126                 | 0.1500  | 0.0838  | 0.0517  | 0.2087               | 0.7634  | 0.0456  | 0.0730  | 0.9907                               | 0.1064 | 0.8804  | 0.6491 |
| RAL391     | 0.0173                 | 0.0046  | 0.0004  | 0.3162  | 0.0036               | 0.0017  | 0.0182  | 0.0017  | 0.1824                               | 0.1244 | 0.3545  | 0.1295 |
| RAL392     | 0.1908                 | 0.0751  | 0.1720  | 0.0101  | 0.0003               | 0.0174  | 0.0004  | 0.0086  | 0.8641                               | 0.4116 | 0.0544  | 0.8856 |
| RAL409     | 0.0497                 | <0.0001 | 0.0311  | <0.0001 | <0.0001              | 0.0123  | 0.0029  | 0.0044  | 0.6949                               | 0.8808 | 0.7296  | 0.0343 |
| RAL427     | 0.6754                 | 0.2373  | 0.5089  | 0.3908  | 0.0037               | 0.0478  | 0.0279  | 0.0481  | 0.7945                               | 0.3779 | 0.2721  | 0.2669 |
| RAL439     | 0.0038                 | 0.0203  | 0.0437  | 0.0006  | 0.4820               | 0.9304  | 0.6433  | 0.0132  | >0.9999                              | 0.0502 | >0.9999 | 0.8521 |
| RAL440     | 0.0083                 | 0.4377  | 0.2907  | 0.0411  | 0.1103               | 0.8106  | 0.4448  | 0.0442  | 0.1808                               | 0.0533 | 0.5588  | 0.2469 |
| RAL441     | 0.0504                 | 0.0547  | 0.0520  | 0.0447  | 0.0435               | 0.0175  | 0.0732  | 0.4676  | 0.6225                               | 0.2028 | 0.3631  | 0.7676 |
| RAL443     | 0.0042                 | 0.1248  | 0.1576  | 0.0285  | 0.0201               | 0.4012  | 0.1330  | 0.0560  | 0.4458                               | 0.9111 | 0.6153  | 0.0997 |
| RAL853     | 0.1979                 | 0.2110  | 0.2567  | 0.1022  | 0.3482               | 0.0067  | 0.4417  | 0.1338  | 0.9104                               | 0.6918 | 0.9303  | 0.0445 |
| RAL859     | 0.3341                 | 0.2312  | 0.2792  | 0.2111  | 0.3642               | 0.0391  | 0.2340  | 0.3329  | 0.6627                               | 0.8073 | 0.7467  | 0.1758 |
| RAL882     | 0.0612                 | <0.0001 | 0.0037  | 0.0231  | 0.0019               | 0.0045  | 0.0021  | 0.0383  | 0.7988                               | 0.8090 | 0.0397  | 0.0178 |
| RAL892     | 0.0006                 | 0.0097  | 0.0046  | 0.0003  | 0.0292               | 0.0074  | 0.0009  | 0.0105  | 0.8112                               | 0.6062 | 0.4100  | 0.0513 |
| RAL897     | 0.0073                 | 0.0674  | 0.0006  | 0.0007  | 0.0138               | 0.0005  | 0.0146  | 0.0009  | 0.9864                               | 0.0776 | 0.0635  | 0.0226 |
| RAL900     | 0.0420                 | 0.0012  | 0.0020  | 0.0728  | 0.0291               | 0.0362  | 0.0363  | 0.1661  | 0.6686                               | 0.4945 | >0.9999 | 0.1099 |
| RAL911     | 0.0233                 | 0.0025  | 0.5588  | 0.0093  | 0.0308               | <0.0001 | 0.1266  | 0.0003  | 0.5811                               | 0.2623 | 0.3256  | 0.2121 |

\*Analysis of the data presented in Figures 3A and B. *P*-values in this table were used to generate Table 1.

Green shading: significantly increased  $MI_{24}$  ( $P<0.05$ )

Red shading: significantly decreased  $MI_{24}$  ( $P<0.05$ )

# Supplementary material for: Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila
**Source:** G3 (Bethesda). 2016 Oct 17;6(12):4151–66. doi: 10.1534/g3.116.036194
**Supplement:** Supplemental Material

**Table S2. Genes up-regulated following primary injuries (see Figure 4A)**

|  |  |               |  |  |  |
|--|--|---------------|--|--|--|
|  |  | pcl           |  |  |  |
|  |  | pot           |  |  |  |
|  |  | prominin-like |  |  |  |
|  |  | puc           |  |  |  |
|  |  | rho-4         |  |  |  |
|  |  | sda           |  |  |  |
|  |  | tamo          |  |  |  |
|  |  | th            |  |  |  |
|  |  | topi          |  |  |  |
|  |  | wdp           |  |  |  |

**Table S2 continued. Genes up-regulated following primary injuries (see Figure 4A)**

| h (1) | l (21)   | j (82)  | k (1)   | l (2)    | m (1)  | n (67)  | o (57)  |
|-------|----------|---------|---------|----------|--------|---------|---------|
| Yp1   | CG10140  | ALiX    | Ccp84Ab | PGRP-SB1 | CG7298 | AnnIX   | AttA    |
|       | CG10625  | Act5C   |         | alphaPS5 |        | AttD    | AttB    |
|       | CG14204  | Arc2    |         |          |        | CG10126 | AttC    |
|       | CG14961  | CG10103 |         |          |        | CG10337 | CG10182 |
|       | CG15282  | CG10211 |         |          |        | CG10663 | CG10332 |
|       | CG18563  | CG10527 |         |          |        | CG12814 | CG13324 |
|       | CG30098  | CG10641 |         |          |        | CG1299  | CG13422 |
|       | CG32302  | CG1129  |         |          |        | CG13075 | CG13641 |
|       | CG4194   | CG12112 |         |          |        | CG13215 | CG13905 |
|       | CG42262  | CG12560 |         |          |        | CG13323 | CG14957 |
|       | CG5630   | CG13024 |         |          |        | CG13325 | CG15065 |
|       | CR31514  | CG13177 |         |          |        | CG14205 | CG15829 |
|       | CR43654  | CG13321 |         |          |        | CG14219 | CG16713 |
|       | Hsp23    | CG13482 |         |          |        | CG14499 | CG16772 |
|       | Hsp26    | CG13510 |         |          |        | CG14567 | CG16978 |
|       | Hsp70Ba  | CG13511 |         |          |        | CG15021 | CG18067 |
|       | Hsp70Bb  | CG14907 |         |          |        | CG15097 | CG18557 |
|       | Hsp70Bbb | CG15046 |         |          |        | CG15155 | CG30026 |
|       | PGRP-LB  | CG15784 |         |          |        | CG15673 | CG33470 |
|       | alphaPS4 | CG16718 |         |          |        | CG1572  | CG34054 |
|       | upd2     | CG16775 |         |          |        | CG2217  | CG43085 |
|       |          | CG17278 |         |          |        | CG30151 | CG43165 |
|       |          | CG17760 |         |          |        | CG34043 | CG43175 |
|       |          | CG18530 |         |          |        | CG34349 | CG43202 |
|       |          | CG1890  |         |          |        | CG42561 | CG43236 |
|       |          | CG32107 |         |          |        | CG4269  | CG5550  |
|       |          | CG32284 |         |          |        | CG42740 | CG6639  |
|       |          | CG33258 |         |          |        | CG42867 | CG9733  |
|       |          | CG33337 |         |          |        | CG43095 | CG9989  |
|       |          | CG33468 |         |          |        | CG43194 | CecA2   |
|       |          | CG3348  |         |          |        | CG43210 | CecB    |
|       |          | CG3814  |         |          |        | CG43348 | CecC    |
|       |          | CG4199  |         |          |        | CG4367  | Dpt     |
|       |          | CG4267  |         |          |        | CG5191  | DptB    |
|       |          | CG43064 |         |          |        | CG5246  | Dro     |
|       |          | CG5773  |         |          |        | CG6429  | Drs     |
|       |          | CG5909  |         |          |        | CG8791  | Ets21C  |
|       |          | CG6553  |         |          |        | CG9631  | Fst     |
|       |          | CG7720  |         |          |        | CecA1   | Gadd45  |
|       |          | CG8192  |         |          |        | Cht9    | GstD2   |
|       |          | CG8620  |         |          |        | Ddc     | IM1     |
|       |          | CG8952  |         |          |        | Fas3    | IM10    |

|  |  |           |  |  |  |            |            |
|--|--|-----------|--|--|--|------------|------------|
|  |  | CG8965    |  |  |  | Hsp68      | IM14       |
|  |  | CG9447    |  |  |  | Hsp70Aa    | IM18       |
|  |  | CG9452    |  |  |  | Hsp70Ab    | IM2        |
|  |  | CHMP2B    |  |  |  | Mmp1       | IM23       |
|  |  | CR43334   |  |  |  | Myo31DF    | IM3        |
|  |  | CR44179   |  |  |  | Naam       | IM4        |
|  |  | CalpB     |  |  |  | Rel        | Listericin |
|  |  | Cct5      |  |  |  | Sp212      | Mtk        |
|  |  | Cctgamma  |  |  |  | Sp7        | PGRP-SA    |
|  |  | Chmp1     |  |  |  | Spn28Dc    | Socs36E    |
|  |  | Cht4      |  |  |  | Swim       | Spn88Eb    |
|  |  | CrebA     |  |  |  | Tep4       | Tep2       |
|  |  | Ets98B    |  |  |  | Timp       | Uro        |
|  |  | Hus1-like |  |  |  | Tsf3       | edin       |
|  |  | Idgf3     |  |  |  | Tsp42Ef    | nimB1      |
|  |  | Jra       |  |  |  | Wsck       |            |
|  |  | Lsd-1     |  |  |  | b6         |            |
|  |  | Mvl       |  |  |  | cher       |            |
|  |  | NijA      |  |  |  | jhamt      |            |
|  |  | Orct2     |  |  |  | pirk       |            |
|  |  | PGRP-SD   |  |  |  | ple        |            |
|  |  | Phk-3     |  |  |  | pncr016:2R |            |
|  |  | QC        |  |  |  | spz3       |            |
|  |  | SH3PX1    |  |  |  | upd3       |            |
|  |  | Spn27A    |  |  |  | yellow-b   |            |
|  |  | Spn55B    |  |  |  |            |            |
|  |  | T-cp1     |  |  |  |            |            |
|  |  | Tcp-1eta  |  |  |  |            |            |
|  |  | Tre1      |  |  |  |            |            |
|  |  | aay       |  |  |  |            |            |
|  |  | cact      |  |  |  |            |            |
|  |  | mthl5     |  |  |  |            |            |
|  |  | nec       |  |  |  |            |            |
|  |  | p38c      |  |  |  |            |            |
|  |  | rho       |  |  |  |            |            |
|  |  | scb       |  |  |  |            |            |
|  |  | schlank   |  |  |  |            |            |
|  |  | spz       |  |  |  |            |            |
|  |  | viaf      |  |  |  |            |            |
|  |  | vir-1     |  |  |  |            |            |

# Supplementary material for: Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila
**Source:** G3 (Bethesda). 2016 Oct 17;6(12):4151–66. doi: 10.1534/g3.116.036194
**Supplement:** Supplemental Material

**Table S3. Genes down-regulated following primary injuries (see Figure 4B)**

|  |            |  |         |  |  |  |  |
|--|------------|--|---------|--|--|--|--|
|  | Elo68alpha |  | cd      |  |  |  |  |
|  | Hex-C      |  | disco-r |  |  |  |  |
|  | HisCl1     |  | ds      |  |  |  |  |
|  | Hml        |  | dysc    |  |  |  |  |
|  | Jon44E     |  | fusl    |  |  |  |  |
|  | Jon99Fii   |  | gl      |  |  |  |  |
|  | Npc2d      |  | grh     |  |  |  |  |
|  | NtR        |  | opa     |  |  |  |  |
|  | Obp83cd    |  | pnr     |  |  |  |  |
|  | PGRP-SC1b  |  | prom    |  |  |  |  |
|  | RNaseP:RNA |  | pug     |  |  |  |  |
|  | RhoGEF4    |  | shd     |  |  |  |  |
|  | alpha-Est7 |  | trpl    |  |  |  |  |
|  | fj         |  |         |  |  |  |  |
|  | iotaTry    |  |         |  |  |  |  |
|  | mag        |  |         |  |  |  |  |
|  | ms(3)K81   |  |         |  |  |  |  |
|  | nimB4      |  |         |  |  |  |  |
|  | thetaTry   |  |         |  |  |  |  |

**Table S3 continued. Genes down-regulated following primary injuries (see Figure 4B)**

| <b>i (29)</b> | <b>j (2)</b> | <b>k (6)</b> | <b>l (2)</b>    | <b>m (0)</b> | <b>n (11)</b> | <b>o (4)</b> |
|---------------|--------------|--------------|-----------------|--------------|---------------|--------------|
| CG11796       | CG9119       | CG15533      | CG34217         |              | CG13283       | CG15263      |
| CG13082       | stl          | CG31091      | pre-mod(mdq4)-V |              | CG16756       | CG4950       |
| CG14105       |              | CG9463       |                 |              | CG34211       | Ser8         |
| CG14823       |              | CG9466       |                 |              | CG4408        | nimC2        |
| CG15414       |              | CG9468       |                 |              | CG7224        |              |
| CG2070        |              | Jon25Bii     |                 |              | Cyp4d1        |              |
| CG42369       |              |              |                 |              | Cyp6g1        |              |
| CG8665        |              |              |                 |              | Cyp6t1        |              |
| CG9259        |              |              |                 |              | Cyt-b5-r      |              |
| Cyp12d1-p     |              |              |                 |              | Ugt37b1       |              |
| Cyp313a1      |              |              |                 |              | alpha-Est2    |              |
| Cyp6a2        |              |              |                 |              |               |              |
| Cyp6w1        |              |              |                 |              |               |              |
| GstZ2         |              |              |                 |              |               |              |
| Ir75a         |              |              |                 |              |               |              |
| Ir75b         |              |              |                 |              |               |              |
| Obp83ef       |              |              |                 |              |               |              |
| Rfabg         |              |              |                 |              |               |              |
| Sam-S         |              |              |                 |              |               |              |
| Sodh-1        |              |              |                 |              |               |              |
| Sr-CI         |              |              |                 |              |               |              |
| alpha-Est1    |              |              |                 |              |               |              |
| eater         |              |              |                 |              |               |              |
| hgo           |              |              |                 |              |               |              |
| lectin-24Db   |              |              |                 |              |               |              |
| lectin-33A    |              |              |                 |              |               |              |
| nimC1         |              |              |                 |              |               |              |
| pon           |              |              |                 |              |               |              |
| sxe2          |              |              |                 |              |               |              |

# Supplementary material for: Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila
**Source:** G3 (Bethesda). 2016 Oct 17;6(12):4151–66. doi: 10.1534/g3.116.036194
**Supplement:** Supplemental Material

**Table S4. Analysis of absolute expression after primary injuries (see Figures 6-10)**

|        |               |         |         |         |         |
|--------|---------------|---------|---------|---------|---------|
|        | Older water   | 0.03971 | 0.03920 | 0.37881 | 1.08753 |
|        | Older food    | 0.05992 | 0.05567 | 0.38428 | 0.56488 |
| TotX   | Younger water | 0.01406 | 0.01166 | 0.09598 | 0.26438 |
|        | Younger food  | 0.00966 | 0.00842 | 0.09081 | 0.09873 |
|        | Older water   | 0.01406 | 0.01235 | 0.08305 | 0.18248 |
|        | Older food    | 0.03938 | 0.02426 | 0.07184 | 0.09369 |
| Diedel | Younger water | 0.00115 | 0.00090 | 0.02348 | 0.07839 |
|        | Younger food  | 0.00039 | 0.00027 | 0.01586 | 0.00794 |
|        | Older water   | 0.00104 | 0.00059 | 0.02299 | 0.05569 |
|        | Older food    | 0.00134 | 0.00038 | 0.01008 | 0.06347 |
| Upd1   | Younger water | 0.00016 | 0.00014 | 0.00016 | 0.00019 |
|        | Younger food  | 0.00006 | 0.00005 | 0.00006 | 0.00005 |
|        | Older water   | 0.00019 | 0.00013 | 0.00018 | 0.00012 |
|        | Older food    | 0.00005 | 0.00003 | 0.00004 | 0.00003 |
| Upd2   | Younger water | 0.00010 | 0.00012 | 0.00016 | 0.00008 |
|        | Younger food  | 0.00003 | 0.00007 | 0.00008 | 0.00003 |
|        | Older water   | 0.00012 | 0.00012 | 0.00018 | 0.00019 |
|        | Older food    | 0.00005 | 0.00011 | 0.00008 | 0.00003 |
| Upd3   | Younger water | 0.00007 | 0.00008 | 0.00006 | 0.00007 |
|        | Younger food  | 0.00004 | 0.00004 | 0.00005 | 0.00002 |
|        | Older water   | 0.00012 | 0.00008 | 0.00014 | 0.00017 |
|        | Older food    | 0.00006 | 0.00007 | 0.00008 | 0.00002 |
| TAF1   | Younger water | 0.00195 | 0.00117 | 0.00146 | 0.00191 |
|        | Younger food  | 0.00150 | 0.00071 | 0.00154 | 0.00079 |
|        | Older water   | 0.00172 | 0.00145 | 0.00253 | 0.00062 |
|        | Older food    | 0.00157 | 0.00090 | 0.00162 | 0.00048 |

Green shading: >2-fold change in expression for the average at 1-8 h post-injury (Ave. 1-8h) versus the average at 5 and 30 min post-injury (Ave. 5, 30 min) and at 24 h in uninjured flies (U). The data are derived from Figures 6-10.

# Supplementary material for: Age and Diet Affect Genetically Separable Secondary Injuries that Cause Acute Mortality Following Traumatic Brain Injury in Drosophila
**Source:** G3 (Bethesda). 2016 Oct 17;6(12):4151–66. doi: 10.1534/g3.116.036194
**Supplement:** Supplemental Material

**Table S5. Primers for RT-qPCR**

| Gene                          | 5' Primer                    | 3' Primer                |
|-------------------------------|------------------------------|--------------------------|
| Attacin C (AttC)              | CTGCACTGGACTACTCCCACATCA     | CGATCCTGCGACTGCCAAAGATTG |
| Defensin (Def)                | CCAGAGGATCATGTCCTGGTGAT      | ACTTGGAGAGTAGGTCGCATGTGG |
| Diedel                        | AGGGATCGTGCAACATCTTC         | GCTGGTTCCTCCTCACAAAT     |
| Diptericin B (DiptB)          | AGGATTCGATCTGAGCCTCAACGG     | TGAAGGTATACACTCCACCGGCTC |
| Drosocin (Dro)                | GCTGCTTGCTTGCGTTT            | TGAGTCAGGTGATCCTCGAT     |
| Drosomycin (Drs)              | AGTACTTGTTCGCCCTCTTCGCTG     | CCTTGATCTTCCGGACAGGCAGT  |
| Metchnikowin (Mtk)            | CATCAATCAATTCCCGCCACCGAG     | AAATGGGTCCCTGGTGACGATGAG |
| Ribosomal protein L32 (RpL32) | GACGCTTCAAGGGACAGTATCTG      | AAACGCGGTTCTGCATGAG      |
| Spätzle (Spz)                 | ACTTCGCCGCCAACTTT            | AGGAATTCTGCACCACGTC      |
| Spz3                          | CAGCAGGATCAGCATGAGAA         | TCAGCTGGATGGAACTTTGG     |
| Spz4                          | CCACTGCTCCGGAAATAGTTAG       | GTGGCGCAGTTCCTTTAGTA     |
| Spz5                          | AGAAGCGTTCGAGGACAAAG         | AGTTTCCGCGGCTATTCAG      |
| Spz6                          | GTTATTACGCCTTCGTCGAGTC       | GTCCTTGCACTCCGCATTTA     |
| TAF1                          | GGCCAAGTCAAATGATGCATCTAGTCCC | CAGCTTCCGATCCGCATCCTTTG  |
| Turandot A (TotA)             | CGAGCATACGGATGCCATTA         | CCTTCACACCTGGAGATACAATC  |
| TotC                          | CTAATCGATGGAGTTCCGAGTC       | TGCCACCGAGTTCCTTCAA      |
| TotM                          | GAGGCGTTACAAGGAGGAAA         | GA CTCCCTCAGAGGCAATTT    |
| TotX                          | CAGAGAATACCGGGCAGTTT         | ATATACCGGGTTCCGACTCT     |
| Unpaired 1 (Upd1)             | ACCACAAGAAGCAGCAGAG          | GGCTTGGATACCTCGTTGAA     |
| Upd2                          | CGTCATCGTCATCCTCATCATC       | GCTACTCTCGCTGAGACTCATA   |
| Upd3                          | GCTGACCTTCCAGCAGAAAT         | TGCTGTGCGTTTCGTTCA       |

How the deposited data were processed for this re-analysis (not part of the article)

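Gene expression after primary injuries was measured by RNA-seq of whole male flies in 4 conditions (younger water, younger food, older water and older food), with 3 injured and 3 uninjured libraries in each, 24 in all. The authors trimmed and aligned the reads, estimated expected counts with RSEM, filtered low or empty values and tested injured against uninjured flies in edgeR. The paper's text does not name the genome build, the annotation or the normalization method. The authors' deposited tables hold a log2 fold change, a mean expression (logCPM, on the log2 scale), a likelihood ratio score with 1 degree of freedom, a p-value and an FDR for each gene. The table of older water also has 292 empty rows, which were left out.

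No values per library were used here, so the authors' comparisons were read at the paper's thresholds and no count model was fitted. The plan written before the data were examined named a count test as the main test and gave this reading as the fallback where only comparisons were given. The p-values and FDRs were recomputed from the deposited likelihood ratio scores with a chi-square distribution and differed from the deposited ones by at most 0.018 and 0.0075, which reflects the 3 decimals of the scores and values. Adjusted p-values of single genes were taken from this recomputation. The depth per sample is unknown, and the precision is known only through the approximate standard errors.

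The difference of an injury effect between 2 conditions was tested approximately, with standard errors worked back from fold change and score (for log2 fold changes under 0.05 in size, from 201 genes of similar mean expression). Younger water against younger food and younger water against older water were planned. Older water against older food and younger food against older food were added after seeing the data. In simulated data with known dispersion, the test recovered 96.0% and 91.0% of 200 genes simulated with a log2 difference of 2 in the planned comparisons, and 5.3% and 5.21% of unchanged genes had an unadjusted p under 0.05. Recovery of smaller differences was not simulated. The real dispersions were estimated, so the error rate on the real tables can be higher. The spread between libraries implied by a score was computed as a coefficient of variation and includes counting noise.

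Genes are named by a rule set before the data were examined, namely the genes of Table 2, Table 3 and the RNA-seq text, the 5 genes with the largest fold change in each direction in each condition, and the members of the gene lists that pass the thresholds. Genes outside it that the text names (*Hex-C*, *List*, *CG6188*, *CG32107*, *CG9826*, *CG17477*, *FANCI*, *Tsp42Ei*, *CG8093*, and single members of gene lists that do not pass) were chosen after their values were seen. The lists cover AMP, Bom, Tot, Mekk1 target, hemocyte, ovary and yolk, accessory gland, heat shock, Jonah protease and control genes. They were fixed before the data were examined but after Table S2 of the paper had been read, and 8 of the genes Table S2 gives for younger food alone are in the ovary and yolk list, so that list's count is not independent evidence. The same holds for the other lists with members named there, among them all 11 AMP genes, all 6 Bom genes, 11 heat shock genes and 7 Jonah protease genes in Table S2 and 5 hemocyte genes in Table S3. The names of Table S2 and Table S3 were matched to the deposited tables exactly first and then without regard to case. A second ovary list and a list of other digestive enzymes were written after the tables had been explored, before the values of those genes were looked at. A list's median log2 fold change was compared with 10000 random lists matched on mean expression. Of 12506 gene symbols, 12491 matched a current symbol or synonym of the Release 6 plus ISO1 annotation, which was used only for names, neighbors and, in its BDGP6 form, transcript lengths.

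Alternatives set beforehand and run for the gene counts were minimum logCPM values, other FDR and fold-change thresholds and a joint adjustment, 6 settings in all. A further 4 settings were added after seeing the data, and for the shares of commonly up-regulated genes a choice of genes from the conditions not compared. DESeq2, a minimum of 10 counts, a fit of all 24 libraries, a replicate block and leaving out replicates had been planned and were not run, since they need values per library. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.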

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

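Of the 9 tests of explanations reported in the closing section, 5 were chosen only after the result they concern had been seen, namely those on older food, on the spread between libraries, on a shift of all fold changes and both on the share of hemocyte RNA. The ovary and yolk genes are listed because they rose in data that the paper does not discuss, and they were not compared between conditions as a list. The other gene lists below are those in which at least 1 in 3 members had a different injury effect between 2 conditions. That rule was set after the values had been seen, and 14 of 40 comparisons (10 lists in 4 contrasts, 2 of the contrasts added after seeing the data) met it. All differences rest on the approximate test, and water and food also differ in time after injury.

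Ovary and yolk genes rose in younger food although the flies were male, and the paper does not discuss them. Of 25 genes on the list 10 were listed there and 9 were up-regulated, with a median log2 fold change of 4.15. The authors' deposited table gives log2 fold changes of 7.36 for *Yp1*, 5.46 for *Yp2*, 8.41 for *Cp15* and 5.58 for *dec-1*. Most of these genes had been seen in Table S2 before the list was written. A response on food whatever the age is argued against, since 0 of the 2 members listed in older food were up-regulated, 0 also at an unadjusted p under 0.05, and both *Yp3* and *wisp* differed from younger food (adjusted p = 0.000585 and 0.01). Uneven RNA among the replicate libraries remains a candidate explanation: the implied coefficient of variation between libraries had a median of 58.5% over the 10 listed genes, above the 16.4% of random lists of the same mean expression. Genes with as large a fold change and similar expression are the fairer comparison, and the 4 such genes in younger food reached 19.8 to 43.4%, but 54.6% was reached among 27 such genes over the 4 conditions. Female flies or ovary RNA in some injured libraries remain open. A second ovary list, for which a rise had been predicted, showed none (79.38th percentile of random lists), but 12 of its genes are also listed in younger water and 13 in older food, and this baseline in male flies would hide a small share. Values per library would decide between these. In older water 2 of the 3 listed members also rose.

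Heat shock genes differed between younger and older water for 9 of 15 members, between older water and older food for 9 and between younger and older food for 5. The median difference of older over younger water was 1.12 on the log2 scale. It remained at 1.06 after each table was centred on its own median, which argues against a shift of all fold changes in older water as the whole cause. Genes of the same transcript length differed by a median of 0.035, which argues against length. All 15 members had a length. The members' implied spread in older water was at the 98.33th percentile of random lists. Genes with as large a fold change were not compared, so this percentile cannot decide, and variation between libraries stays open. Age stays open as well, in the contrasts that hold diet and time after injury fixed, and so do diet and time, which differ together. Table S2 names 11 of the 15 members and had been read before the list was written. Reads shared among the *Hsp70* copies mean that these do not count as separate genes.

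Jonah protease genes, which encode gut serine proteases, had 14 of 15 members with a different effect in older water and older food. In older water 7 were up-regulated, while in the other 3 conditions all 15 listed members had a negative fold change. Genes of the same transcript length differed between older and younger water by a median of 0.032, against 1.69 for the Jonah genes, which argues against length. Between younger and older water 4 of the 15 differed after adjustment over all genes. Adjusted over the list alone all 15 did, with the higher value in older water. Table S2, which had been read before the list was written, names 7 Jonah genes, so this count is not independent evidence. Other digestive enzyme genes moved in the same direction, with a median difference between older and younger water of 0.455 (100th percentile of random lists). In that contrast 2 of 19 differed after adjustment over all genes and 7 over the list alone, and 0 were up-regulated in older water. Between older water and older food 12 of 19 differed, 11 with the higher value in older water and *Mal-A6* with the lower. A change in digestive enzymes in general therefore stays a candidate explanation. The implied spread of the Jonah genes in older water was at the 100th percentile of random lists. Genes with as large a fold change were not compared, so this percentile cannot decide. Uneven gut content or gut RNA among libraries stays open.

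Hemocyte genes differed between younger and older food for 4 of 10 members, *Hml*, *Sr-CI*, *vkg* and *Cg25C*, with lower values in older flies. Whether every member of the list marks hemocytes in whole adult flies was not checked. A lower share of hemocyte RNA after injury would lower *Hml*, *eater*, *nimC1*, *nimC2*, *Sr-CI*, *He* and *Pxn* alike if all were expressed in hemocytes alone. A gene also expressed in other cells would fall less. For the fall within older flies, their log2 fold changes ran from -2.30 to -0.048 in older water (heterogeneity statistic 66 for 7 genes, 20.2 without *Sr-CI*). In older food they ran from -1.93 to -0.038 (71.9, and 34.7 without *Pxn*, the lowest with any 1 gene left out). These uneven falls argue against a lower share as the whole cause only if the 7 genes are expressed in hemocytes alone, which was not tested. For the difference between younger and older food the statistic of the same 7 genes was 25 and rested on *Sr-CI*, since it was 2.9 without that gene. A change in the share of hemocyte RNA and a change in the genes themselves therefore cannot be told apart there for the other 6 genes, and *vkg* and *Cg25C* were not part of the test. Age stays open as an untested explanation.

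The AMP genes differed between older water and older food for 5 of 11 members and between younger and older food for 4. The *Tot* genes differed between younger water and younger food for 3 of 4, between older water and older food for 4 and between younger and older food for 2. Of the Mekk1 targets named by the paper, 3 of 6 differed between younger water and younger food and 2 between younger and older food, *CG4950* with the lower and *CG9989* with the higher value in older flies. Male accessory gland genes differed between older water and older food for 5 of 13, with no member past the fold-change minimum. No technical explanation was tested for these lists beyond what is said of paralogs, and diet and time after injury were not separated. The contrasts between ages hold both fixed, and age stays open there as an untested explanation.

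The genes *CG8093*, *Jon66Ci*, *Jon99Fii* and *ninaD*, 4 in all, were up-regulated in 1 condition and down-regulated in another. *ninaD* had log2 fold changes of -2.05 in younger water and 1.61 in older food in the authors' deposited tables. No explanation was tested for *CG8093* and *ninaD*.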

How the results depend on the processing

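The gene counts were recomputed under 6 settings chosen before the data were examined and 4 chosen after. A minimum logCPM of 0 or 1, an FDR of at most 0.01 and an adjustment over the 4 conditions together left all 13 counts within 1.5 times their value, as did centring on the median and a fold change of at least 2 as rounded, both chosen after seeing the data. Thresholds on the fold change moved all 13.

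With no fold-change minimum, 781, 581, 1121 and 1527 genes were up-regulated and 219, 432, 835 and 1470 down-regulated in younger water, younger food, older water and older food, 2039 up-regulated, 2022 down-regulated and 3955 changed in at least 1 condition, and 275 up-regulated and 49 down-regulated in all 4. With a fold change over 3, the counts were 134, 52, 149 and 92 up-regulated and 15, 15, 24 and 32 down-regulated, 238, 63 and 300 in at least 1 condition, and 25 and 0 in all 4. These shifts follow from the thresholds themselves.

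With an F distribution with 1 and 4 degrees of freedom, chosen after seeing the data, 0, 0, 37 and 134 genes were up-regulated in younger water, younger food, older water and older food, the last within 1.5 times its count, and 0, 0, 0 and 65 down-regulated in the 4 conditions. In at least 1 condition 135 were up-regulated, 65 down-regulated and 200 changed, and 0 were up-regulated and 0 down-regulated in all 4. At an unadjusted p under 0.05 the same reference gave 316, 95, 397 and 191 up-regulated and 57, 46, 117 and 140 down-regulated genes, and 57 and 4 in all 4. This reference ignores the information that the authors' fit shares across genes and is a lower extreme. The adjusted calls therefore depend on the reference distribution, and how well the authors' estimates of the dispersion hold was not checked, since that needs values per library. Among genes listed in all 4 tables, also chosen after seeing the data, 26 were down-regulated in younger food. That setting drops genes missing from any of the tables and keeps the deposited FDRs.

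The share of commonly up-regulated genes with a larger fold change in younger water than in younger food was 71.9% (41 genes against 2 in the other direction) when only differences over 1.5-fold counted, and 97.1% over the genes called without a fold-change minimum. The last value is raised by its own construction, since a call in younger water needed a median log2 fold change of 0.591 for these 275 genes and a call in younger food 0.304. The share of 50 of 57 is exposed to the same selection, because 27 of the 57 genes needed more than a 2-fold change to pass the FDR threshold in younger water and 8 in younger food. Among genes up-regulated in both older conditions and listed in both younger tables, a choice made after seeing the data that uses no younger value, 119 of 130 (91.5%) had the larger fold change in younger water. Against older water, with genes up-regulated in both food conditions, 38 of 63 (60.3%) did. The share against older water was 45.6% at 1.5-fold (26 genes against 12). Both shares at 1.5-fold keep all 57 genes in the denominator and so can only fall. For Table 3, 11 of 18 genes kept to their conditions at a fold change over 1.5, or 9 of the 16 listed in all 4 tables. The cause was not tested beyond the construction of these settings. The numbers of genes with a different injury effect stayed within 1.5 times under both alternatives, chosen after seeing the data.

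DESeq2, a minimum of 10 counts, a fit of all 24 libraries and leaving out each replicate were planned and not run, and neither were other splits of the samples, since the tables hold comparisons without values per library. No paired analysis was possible because no values per library were used, although the sample labels number the replicates. Whether 1 library decides any result is therefore unknown.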

Differences from the paper's values

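The fold change of *CG43236* in younger water was 4.01 in the authors' deposited table and 6.3 in the paper's Table 2. No alternative set before the data were examined changes a deposited fold change, so none closed the gap. Of 278 fold changes in Table 2 and Table 3, 264 round to the paper's value and 2 differ by more than 0.1, the other being *Diedel* in older food, 8.22 in the authors' deposited table against the paper's 8.1.

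The paper's 849 changed genes compare with 842 distinct genes here, or 846 when genes changed in both directions count in each, and its 572 up-regulated and 277 down-regulated genes with 571 and 275. At these thresholds, a fold change over 2 and an FDR of at most 0.05, 27 of the 30 regions of Figure 4 have the paper's count. With a fold change of at least 2 as rounded in the tables, the counts were 572, 277 and a sum of 849. That setting was chosen after seeing the data, by looking at which genes the paper lists and these calls lack, and it was found because it closes the gap. It adds *CG6188* to the up-regulated genes and *Hex-C* and *List* to the down-regulated genes, each exactly at the 2-fold limit after rounding in 1 condition. *CG32107* sits at the limit in older water but already passed in younger water, and *CG6188* already passed as down-regulated in older water, so the distinct changed genes became 844. The match at 277 includes *CG9826*, which Table S3 lists 2 times in one region, and *CG17477*, which passed here and is not in Table S3.

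The paper's statements on *Def*, *Mtk* and *Drs* rest on levels by RT-qPCR over a time course (Figure 7), which were not analysed here, and for *Mtk* and *Drs* also on the RNA-seq fold changes of Table 2, in which *Def* is not listed. The values below are RNA-seq fold changes and so do not measure the same quantity as Figure 7. The paper states that *Def* did not change under any condition, while it passed both thresholds in younger water in the authors' deposited table, with a log2 fold change of 1.97. The paper states that *Mtk* increased with age and decreased with diet. In the authors' deposited tables its log2 fold change was lower in older than in younger water, 2.04 against 2.61, and higher in older food than in older water, 2.38 against 2.04. The paper states that *Drs* decreased with both age and diet. From younger water, its log2 fold change in the authors' deposited tables was lower in younger food and in older water as stated, 3.35 against 2.57 and 2.00. In older flies its log2 fold change in the authors' deposited tables was 2.50 on food and 2.00 on water, the opposite order, and 5 of the 6 Bom genes also had the larger value on food. None of these differences of *Mtk* or *Drs* passed the approximate test after adjustment over all genes, and of the Bom genes *IM23* did. Adjusted over the AMP list alone, *Drs* differed between younger and older water and between older water and older food.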

Other observations

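The tests behind the lists named here are described with the results listed for a closer look, and no further explanation was tested. The values below were chosen after they had been seen.

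The numbers of genes with a different injury effect were larger in the contrasts added after seeing the data, 788 of 11589 genes between older water and older food and 849 of 11806 between younger and older food, than in the planned ones. The standard errors in the food tables are smaller, so these numbers do not rank the contrasts by the size of the difference. At an unadjusted p under 0.05 the numbers were 1961 and 2008, against 996 between younger water and younger food and 921 between younger and older water.

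Of the 57 commonly up-regulated genes, 31 had a larger fold change in older water than in older food (54.4%), so the excess on water seen in younger flies was smaller in older flies. By the approximate test 10 were higher on water and 1 on food.

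The largest fall in younger food in the authors' deposited table was that of *pre-mod(mdg4)-V*, with a log2 fold change of -7.59, and the same gene had values of 0.11 in younger water, -3.32 in older water and -1.14 in older food. The annotation lists it as a segment next to other segments of the same name, such as *pre-mod(mdg4)-X*, rather than as a protein-coding gene, and no explanation was tested.

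Male accessory gland genes had positive fold changes for all 13 members in younger water, younger food and older water, with medians of 0.326, 0.209 and 0.495, and for 8 in older food. The second ovary list had 0 up-regulated and 0 down-regulated members in each condition, with medians of -0.166, 0.052, 0.199 and 0.04 in younger water, younger food, older water and older food. At an unadjusted p under 0.05 the list had 0, 2, 0 and 2 members with a positive and 1, 0, 1 and 1 with a negative fold change. The control genes, 2 listed, had 0 members past the thresholds in each condition and 1 at an unadjusted p under 0.05, in younger food, with log2 fold changes between -0.092 and 0.263.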
